# Simulated microgravity triggers a membrane adaptation to stress in *E. coli* REL606

**DOI:** 10.1186/s12866-025-04064-7

**Published:** 2025-06-09

**Authors:** Brittney Lozzi, Lea Adepoju, Josh L. Espinoza, Michael Padgen, Macarena Parra, Antonio Ricco, Sarah Castro-Wallace, Jeffrey E. Barrick, Aubrie O’Rourke

**Keywords:** Simulated microgravity, E. coli, REL606, Gene expression, Experimental evolution

## Abstract

Investigating the evolution of *Escherichia coli* in microgravity offers valuable insights into microbial adaptation to extreme environments. Here the effects of simulated microgravity (SµG) on gene expression and genome evolution of *E. coli* REL606, a strain evolved terrestrially for 35 years, is explored. The transcriptomic changes for glucose-limited and glucose-replete conditions over 24 h illustrate that SµG increased the expression of genes involved in stress response, biofilm, and metabolism. A greater number of differentially expressed genes related to the general stress response (GSR) and biofilm formation is observed in simulated microgravity cultures under glucose-limited conditions in comparison to glucose-replete conditions. Longer term SµG culture under glucose-limited conditions led to the accumulation of unique mutations when compared to control cultures, particularly in the *mraZ/fruR* intergenic region and the *elyC gene*, suggesting changes in peptidoglycan and enterobacterial common antigen (ECA) production. These findings highlight the physiological and genomic adaptations of *E. coli* to microgravity, offering a foundation for future research into the long-term effects of space conditions on bacterial evolution.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12866-025-04064-7.

## Background

Understanding how microgravity influences the behavior and physiology of microorganisms is crucial for ensuring the success and safety of long-duration space missions. The selective pressures in the spaceflight environment are combinatorial and among these are radiation, microgravity, and reduced hydrostatic pressure. Experiments conducted in space and simulated microgravity (SµG) on Earth have demonstrated that various aspects of bacterial behavior and physiology, including bacterial morphology, growth, biofilm formation, metabolism, gene transfer, antibiotic resistance, and pathogenicity can be altered in *Escherichia coli* [1–5], *Bacillus subtilis* [6], *Salmonella enterica* [7–11], *Staphylococcus aureus* [12], *Pseudomonas aeruginosa* [13], *Ralstonia pickettii* [14], and *Burkholderia contaminans* [15]. Studies have also demonstrated that these outcomes can be modulated by the availability of nutrients such as phosphate and organic carbon [16]. Prior spaceflight experiments spanning 36–49 h with non-motile *E. coli* have demonstrated a shortened lag phase and an extended exponential growth phase, with flight samples reaching a saturated cell population almost double that of ground controls [17]. However, other experiments reported no difference in growth parameters for another non-motile strain of *E. coli* in spaceflight [18]. The first account of increased growth is from Klaus et al*.* 1997 that reported on the datasets from seven Space Shuttle experiments with asynchronous ground controls [17]. Follow-on work from Kacena et al*.* 1999 reported on three time points collected from two biological replicates throughout the growth curve to determine the significance of the flight experiment as compared to synchronous ground controls [19]. The authors concluded that the observed growth effect is the result of decreased mass transfer. It was further hypothesized that the absence of gravity-driven cell sedimentation by convection directly affected the environment around the bacteria and led to the accumulation of acid, quorum-sensing molecules, and waste products, which altered cell growth [17]. No difference in growth was observed when cells were grown on agar substrate. Therefore, the indirect effects of microgravity on bacteria are more phenotypically evident in the liquid environment than for an agar substrate after short-term culture [20].

Long-duration spaceflight is expected to generate sustained genomic and phenotypic changes in bacteria ultimately shaping the organism to exhibit the best-suited “space traits” for survival. To date, no continuous culture microbial monitoring experiment has been reported for spaceflight. The most relevant data exists from the surface, air, and water monitoring efforts used in microbial surveillance of the International Space Station (ISS) as a built environment [21–23]. Here, researchers utilized genomic and metagenomic sequencing to understand how populations change over time. JAXA’s Microbe I, II, and III longitudinal studies illustrated that the population density of the *Enterobacteriaceae* family increased in samples over time [24] while NASA’s Microbial Tracking (MT)-1 and MT-2 showed that the ISS surface microbiome was dominated by organisms associated with human skin [24]. Metagenomic analysis of these samples revealed that pathways involved in antibiotic resistance with cell membrane, DNA gyrase, and protein synthesis modes of action (MOAs) were enriched [24]. Importantly, these monitoring efforts are not controlled experiments, and therefore the genetic make-up of the founding population is not known. As a result, one cannot track the evolution of these populations over time. Future work can fill in this gap to provide a fundamental understanding of the genetic selection imposed on a model organism due to the controlled, well-defined long-term culture in the spaceflight environment. This would be the first of many steps in the planning of a robust bioregenerative life support system or predicting the microbial trajectory of a newly commissioned spacecraft.

A foundational example of terrestrially tracking the evolution of a microbe is the long-term evolution experiment (LTEE) with *E. coli,* which started in the lab of Richard Lenski [25]. The experiment has 12 replicate populations, half of which were founded by each of two strains that are nearly genetically identical: REL606 (cannot metabolize arabinose) and REL607 (revertant of REL606 that can metabolize arabinose). Both strains are non-motile and have no plasmids. The experiment was started with the goal of observing the evolutionary processes of mutation, genetic drift, and natural selection. Each day, 1% of each culture is diluted into fresh glucose minimal media (DM25). Periodically, samples have been frozen and stored, providing an archive of each population at that time point that could at any point later be revived for further experimentation. Today, the LTEE has run for more than 75 K generations [26]. Rapid increases in fitness occurred early on as the populations adapted to new conditions. Over time, fitness gains gradually slowed but did not stop in most populations as they became better adapted to this environment [27]. One exception to this trend was a sudden gain in fitness when one population evolved the ability to metabolize an additional nutrient, citrate, at around 31.5 K generations [28].

We envision the use of the model strain, REL606, as a biosensor for spaceflight effects on the genome given its established history in microbial evolution research in a defined media. To date, one account of a long-term simulated microgravity experiment exists for an *E. coli* strain cultured for 1000 generations, but this work was performed without replication and without a gravity control [29]. The work in this paper serves as a comprehensive exploration of the effects of SμG on *E. coli* REL606, the same strain which founded the LTEE. Here a synthesis of prior spaceflight observations, gene expression, and long-term simulated microgravity experimentation with replication (Fig. 1A-D) is presented. As we embark on a new era of space exploration, understanding how microbes adapt to microgravity is paramount for ensuring the success, safety, and sustainability of future missions. *E. coli* is a key organism in molecular biology and biotechnology as well as a food-borne pathogen making it essential to understand its behavior in closed spaceflight environments.

**Fig. 1:**
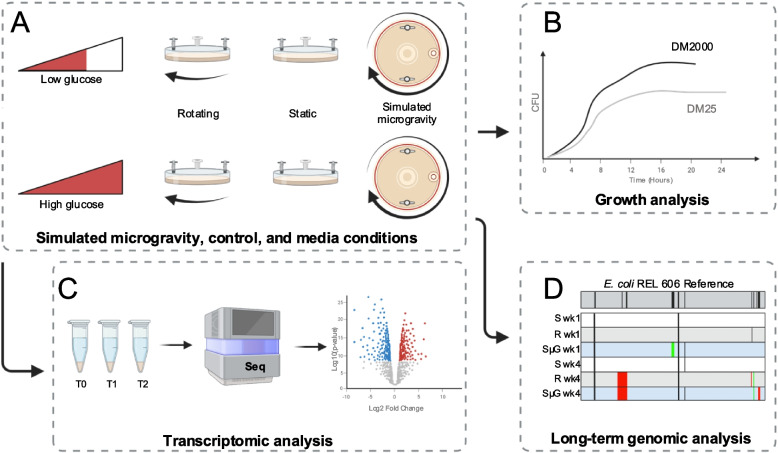
Schematic of project design. **A** *E. coli* REL606 strains were grown in High Aspect Ratio Vessels (HARV) on Rotating Wall Vessels (RWV) for simulated microgravity (SµG) and rotating (R) control in addition to immobile static (S) control. Each growth condition was assayed in glucose-limited (DM25) and glucose-replete (DM2000) media. **B** In a short-term culture study, the growth analysis of SµG, R, and S cultures in both media types was conducted. **C** Also in this short-term study, samples were collected at time of inoculation (T0), at 4.5 h post inoculation in DM25 and 6.5 h post inoculation in DM2000 (T1), and 24 h post inoculation (T2) for each condition for RNAseq and differential gene expression analysis. **D** In a follow-on long-term culture study, samples were passaged each day for 28 days. Samples from every 7th day of culture were subjected to whole genome sequencing to assay the genomic alterations for each growth condition. Created with BioRender.com

## Methods

### Bacterial culture

From a freezer stock of REL606, a single colony was obtained by plating on a tetrazolium agar (TA) plate. The colony was inoculated into 3 mL DM2000 media and incubated overnight at 37 °C to obtain an OD600 of 1. From this, 150 uL aliquots were generated and frozen without glycerol to serve as the starting inoculum for the short-term simulated microgravity experiments performed over four weeks. Two 150 µL aliquots of REL606 were removed from the freezer, pelleted, and washed with DM25 and then were each inoculated into 30 mL of DM25. Cells were allowed to incubate with shaking at 37 °C overnight to reach an OD600 of 0.07 and a cell target of 3 × 10^7^ CFU/mL. One 30 mL culture of REL606 was then inoculated into 600 mL of DM25 and the second 30 mL flask of REL606 was inoculated into 600 mL of DM2000. Six 50 mL High Aspect Ratio Vessels (HARVs) were prepared for glucose-limited (DM25: 25 mg/L glucose) experiments and another six 50 mL HARVs were prepared for glucose-replete (DM2000: 2000 mg/L glucose) experiments. Two DM25 HARVs and two DM2000 (Table 1) filled HARVs were loaded on the rotating wall vessel (RWV) vertically for the simulated microgravity (SµG) condition. Two DM25 HARVs and two DM2000 filled HARVs were loaded on the RWV horizontally for the rotating (R) control condition. Two DM25 HARVs and two DM2000 filled HARVs were placed in the incubator horizontally for the static (S) control condition. The experiment was performed in a Percival chamber set to 25 °C and 95% relative humidity. HARVs were rotated at 20 rpm [30], with no forced air from the RWV. The remaining 300 mL of the above 600 mL inoculum for DM25 and DM2000 were sampled as T0 samples and concentrated using the CP SELECT (0.20 µm) and eluted in 250 µl 3 times with 0.075% Tween 20/Tris buffer (InnovaPrep, MO). Cells were further pelleted, the supernatant removed, and then immediately frozen on dry ice and placed in the -80 °C freezer until further processing.

**Table 1:** Davis Minimal media recipes used in this study

	DM25	DM2000
Davis Minimal Media Base Mix	10.6 g/L	10.6 g/L
(ammonium sulfate)	(1.0 g/L)	(7.0 g/L)
(dipotassium phosphate)	(7.0 g/L)	(7.0 g/L)
(magnesium sulfate)	(0.1 g/L)	(0.1 g/L)
(monopotassium phosphate)	(2.0 g/L)	(2.0 g/L)
(sodium citrate)	(0.5 g/L)	(0.5 g/L)
Glucose (10%)	250uL	20 mL
Thiamine (vitamin B1, 0.2%)	1 mL	1 mL

### RNA-sequencing sample preparation

For all short-term culture samples, 20 µL of T0 inoculum was added to 180 µL of DM25 in triplicate and a serial dilution was obtained and plated on TA and then incubated overnight at 37 °C to obtain a CFU/mL count for T0. The same CFU/mL count procedure was done for subsequent timepoints, T1 and T2 for all samples. One HARV from each of the DM25 SµG, R and S conditions was sampled as T1 at 4.5 h. One HARV from each of the DM2000 SµG, R and S condition was sampled as T1 at 6.5 h. The remaining HARVs for DM25 and DM2000 were collected for T2 at 24 h. At each collection event, 50 mL of culture from each of the HARVs was emptied into a 50 mL Falcon tube and then concentrated using the same CP SELECT device as above. Cells were further pelleted, the supernatant removed, and then immediately frozen on dry ice and placed in the -80 °C freezer until further processing. The entire procedure including preculture, RWV culture, and sample collection at T0, T1 and T2 was repeated four times to obtain BR1, BR2, BR3 and BR4. In total, 64 samples (Table 2) were sent on dry ice to Azenta GeneWiz for RNA extraction, ribosomal depletion, library preparation and 2 × 150 base pair, paired-end sequencing. Reads were obtained for each library in an amount of 2 million or greater.

**Table 2:** RNAseq sample counts for the short-term simulated microgravity experiment

	BR 1	BR 2	BR 3	BR4	Media
DM25 (T0)	2	2	2	2	DM25
DM25 R (T1,T2)	2	2	2	2	DM25
DM25 S (T1, T2)	2	2	2	2	DM25
DM25 SuG (T1, T2)	2	2	2	2	DM25
DM2000 (T0)	2	2	2	2	DM2000
DM2000 R (T1,T2)	2	2	2	2	DM2000
DM2000 S (T1, T2)	2	2	2	2	DM2000
DM2000 SuG (T1, T2)	2	2	2	2	DM2000
Sample total	16	16	16	16	64

### RNA-sequencing analysis

The NASA GeneLab RNAseq pipeline was utilized to perform a STAR alignment of reads to the REL606 (NCBI Reference Sequence: NC_012967.1) genome for transcriptomic analysis. Feature counts (v2.0.6) was used to generate a counts table of reads per gene for each sample. Genes with an average read count of 10 reads or less across all samples were removed prior to normalization. DESeq2 (v1.40.2) was used for read count normalization and differential gene expression (DEG) analysis. The DEGs with non-adjusted *p*-values of *p* < 0.05 from each comparison (four comparisons in total) were concatenated to form one list which contained 105 genes. The normalized expression for each of the 105 genes was log2 transformed and Euclidean distances were computed and visualized through hierarchical clustering using pheatmap (version 1.0.12). Gene Ontologies were identified by creating a REL606 database using NCBI Reference Sequence: NC_012967.1 and paring them to the strain MG1655 [31]. The results were visualized using AnnotationHub (v3.8.0), enrichplot (v1.20.3), and clusterProfiler (v4.10.1) with the org.EcK12.eg.db (v3.18.0) database in RStudio. To identify simulated microgravity specific genes, we compared SμG samples in DM25 media to R control samples at T1 and T2. Multiple statistical testing was performed to adjust the *p*-value using the Benjamini–Hochberg method, and differentially expressed genes (DEGs) were identified using log2Fold Change (FC) > 1.25 and adjusted *p*-value < 0.05 cut offs. This process was repeated for DM2000 samples at both timepoints. We determined rpoS enrichment using hypergeometric testing for over-representation of rpoS regulon members with a Benjamini–Hochberg adjusted *p*-value.

### Evolution experiments bacterial culture

From a freezer stock of REL606, four independent colonies (A, B, C, D) were obtained by plating on a TA plate. Each colony was inoculated into 3 mL of DM25 media and incubated overnight at 37 °C to obtain an OD600 of 0.07. A 500 µL aliquot from each of the four DM25 starter cultures (A, B, C, D) was inoculated into 10 mL of DM25 and then loaded into a 10 mL HARV resulting in four HARVs (Biological replicate (BR) A, BR B, BR C or BR D) for each of the three conditions, SµG, R or S. Each culture was allowed to grow for 24 h in the HARVs on a RWV within a Percival chamber set to 25 °C and 95% relative humidity. HARVs were rotated at 20 rpm, with no forced air from the RWV.

A second set of twelve 10 mL autoclavable HARVs were prepared, where 100 µL of the 24-h culture was diluted into 9.9 mL of fresh DM25 media then loaded into the fresh HARV. The newly prepared HARV was then reattached to the RWV in the orientation respective to the designated treatment. HARVs containing the remaining 9.9 mL of spent media from the prior 24-h growth period were drained, the spent media culture was bleach and discarded, and caps and plugs were removed. Empty HARVs were rinsed in Micro® soap diluted 1:20, screws were loosened, HARVs were rinsed in DI water, and soaked overnight. Caps, plugs, and HARVs were wrapped in aluminum foil and autoclaved for 20 min at 121 °C. HARVs were allowed to cool, then screws were tightened, and caps and plugs were reassembled in a sterile hood. Sterile syringes were used to load HARVs with culture. Culture transfer and HARV and media preparation were performed daily for 28 days.

### Whole genome sequencing and mutation calling

For each HARV, a sample was collected every 7th day and plated on TA agar to ensure REL606 sample purity as the sample turns red on this selective agar due to the inability to metabolize arabinose. From the weekly sampling, one -80 °C freezer stock was made with 15% glycerol and another without. CFU/mL counts were obtained to ensure a count of 10^7^ CFU/mL was not exceeded. One condition B, SµG, showed a higher CFU/mL count of 10^9^ corresponding to a OD600 of 1 at week 2 sampling and this was determined to be contamination. Therefore, BR B was removed and only BR A, BR C, and BR D samples T0, Week 1, Week 2, Week 3 and Week 4 were used for further genomic sequencing. Freezer stocks for the three biological replicates (BR A, BR C, and BR D) at each of the three timepoints in the respective growth conditions were streaked onto TA agar and two colonies were selected, cultured overnight at 37 °C in DM2000, and pelleted with supernatant removed. Subsequently, 78 cell pellets (Table 3) were sent on dry ice to Azenta GeneWiz for DNA extraction, library preparation and sequencing. 2 million reads were obtained per genome. Trimmed and quality-controlled reads were compared to the REL606 genome to predict mutations using *breseq* [32]. *breseq* uses Bowtie2 to map reads to a reference sequence [33]. It predicts deletions from regions without mapped reads and other mutations from read alignments, including by using split-read alignments to predict transposon insertions and other structural mutations that create new sequence junctions joining distant parts of the reference sequence [34]. To determine whether any gene amplifications evolved, read-depth coverage plots tiling the REL606 reference genome were generated using the *breseq* BAM2COV utility command and manually screened for regions as small as several hundred bases with increased coverage. Output files were curated by examining evidence for mutations from aligned reads to only include high-quality predictions. An ancestral gene conversion in the ribosomal RNA gene *rrlG* that was present in all samples, including T0, was removed.

**Table 3:** DNAseq sample counts for the long-term simulated microgravity experiment

	BR A	BR C	BR D	Media
T0 (two clones from each BR)	2	2	2	DM25
R (two clones for each BR from Weeks 1,2,3,4)	8	8	8	DM25
S (two clones for each BR from Weeks 1,2,3,4)	8	8	8	DM25
SuG (two clones for each BR from Weeks 1,2,3,4)	8	8	8	DM25
Sample total	26	26	26	78

## Results

### *E. coli* REL606 growth dynamics are not affected under simulated microgravity

REL606 cell densities were unaffected by SμG compared to rotating or static conditions in both glucose-limited (DM25) and glucose-replete (DM2000) media during the two timepoints at which growth and transcriptomic changes were evaluated. Under SμG, the population retained similar final cell count numbers as expected for DM25 (~ 4 × 10^7^ CFU/mL) and DM2000 (~ 2 × 10^9^ CFU/mL) (Fig. 2A-B). When samples were collected for transcriptome analysis an aliquot was removed to determine cell density at 4.5 and 24 h post inoculation in DM25 samples, and 6.5 and 24 h post inoculation in DM2000 samples. In this study, colony forming units from plating on agar were used to determine cell densities and ensure all cell counts represent live cells. The cell density values of the RNAseq experiment were plotted on a growth curve conducted prior to the RNAseq culturing experiment but under the same environmental conditions. This growth curve was obtained from the rotating control condition in HARVs in DM25 (Fig. 2A) and DM2000 (Fig. 2B) media which were measured at inoculation (0 h) and every 3 h for 24 h. Similar growth curves were not determined for SμG and static samples given the constraints of our experimental set up. Our findings align with a spaceflight experiment using nonmotile *E. coli*, which also reported no change in final cell counts [18]. Overall, these data show that non-motile *E. coli* REL606 reach comparable cell numbers at each of the timepoints that were assayed under simulated microgravity (SμG) in both limited and replete glucose media.

**Fig. 2:**
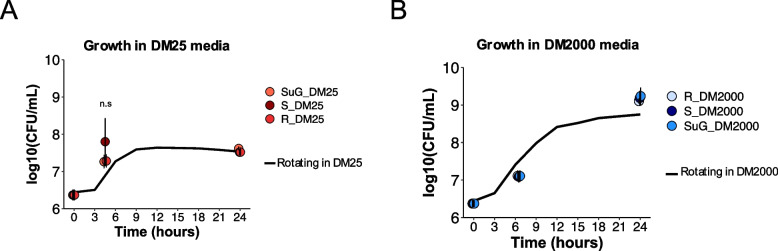
REL606 cell density is not impacted by simulated microgravity. Growth curves were collected for rotating control samples across a 24-h period. Solid line represents growth curves collected for rotating control samples measured at inoculation (0 h) and every 3 h for 24 h in (**A**) DM25 glucose-limited media and (**B**) DM2000, glucose-replete media. Circles represent log10 colony forming units (CFUs) measured at the time of collection for RNAseq for each growth condition in limiting (red circles) and replete (blue circles) glucose media. The DM25 SµG, R and S conditions were sampled as T1 at 4.5 h and as T2 at 24 h. The DM2000 SµG, R and S conditions were sampled as T1 at 6.5 h and as T2 at 24 h. Averages were plotted for the SµG, R and S growth conditions with an *n* = 4. Error bars denote standard deviation. There was no significant difference found among SµG, R and S cultures in the same media

### *E. coli* REL606 activate stress response pathways in simulated microgravity under glucose limitation after 24 h of growth

Bacteria alter gene expression to cope with environmental stressors [35–37]. Therefore, in this study we explored the response to simulated microgravity through transcriptomics. 

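Transcriptomes of REL606 from the short-term study were read from 64 RNAseq libraries. The paper states that the whole procedure was repeated for each of 4 biological replicates, which the deposited labels number 2 to 5. Each replicate gave 1 library per growth condition (SμG, R and S) in each medium at T1 (4.5 h in DM25, 6.5 h in DM2000) and at T2 (24 h), and 2 aliquots per medium at T0. In SμG the HARV turned in the vertical position on the rotating wall vessel, in R it turned horizontally, and in S it stood still. RNA was depleted of ribosomal RNA before sequencing. The authors aligned the reads to the REL606 genome with STAR, counted them per gene with featureCounts and divided each library's counts by a DESeq2 size factor. The deposited values are these normalized counts, on the linear scale, for 4476 genes listed by locus tag. The methods state that genes with an average of 10 reads or fewer were removed, and the deposited table holds 91 such genes. Every value was a whole multiple of 1 step per library, from which the reads were recovered. Total reads on genes ranged from 2365606 to 9336038 per library. Depth was lowest at T2 in DM2000, where the SμG libraries held 2365606 to 7555627 reads, the R libraries 4071025 to 6601828 and the S libraries 3747900 to 6240771. Reads without molecular identifiers are not independent molecules, so limits from counts cover counting error only. Growth conditions were compared with limma (lmFit, then eBayes with a trend) on log2(normalized count + 1), in 1 fit per medium and time point with its 12 libraries and no further term. The p-values were two-sided and adjusted over all 4476 genes with the Benjamini–Hochberg method. Replicates are counted by comparing SμG with the control of the same replicate number. Gene symbols come from the paper's supplementary tables, which pair 82 of the loci with a name.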

Initial exploratory data analysis identified the time of sampling (T0, T1, or T2) as the variable that drives the largest transcriptomic differences amongst samples (Fig. 3B-C, Supplementary Fig. 1A). 

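Principal components were computed from log2(normalized count + 1) of all genes, centred and not scaled, with all 64 libraries entered as they are, the paired T0 aliquots included. Component 1 took 63.1% of the variance (SD 0.687 over the 4 fits that each left out 1 replicate number). Time of sampling took 98.4% of the variance of the component 1 scores, medium 0.103% and replicate number 0.0802%. The T2 libraries lay apart from the others, with mean component 1 scores of 81.7 ± 3.80 (SD, n = 12) in DM25 and 98.1 ± 6.50 (SD, n = 12) in DM2000. At T1 the means were −67.8 ± 4.91 (SD, n = 12) and −70.0 ± 3.88 (SD, n = 12). The T0 means were −30.0 ± 16.2 (SD, n = 8 aliquots of 4 replicates) in DM25 and −32.9 ± 9.06 (SD, n = 8) in DM2000. The gap between T2 and the other time points was larger than the spread between libraries of 1 time point. T0 and T1 did not overlap, but the T0 libraries ran from −45.4 to 0.00932, a wider range than the distance to T1, whose highest score was −59.5. The upper end was 1 aliquot of replicate 2 in DM25, whose sister aliquot stood at −39.3. The next highest T0 score was −15.7. Of the alternatives, the restriction to the 500 genes with the highest variance moved component 1 most, to 74.6%.

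**Figure D1:**
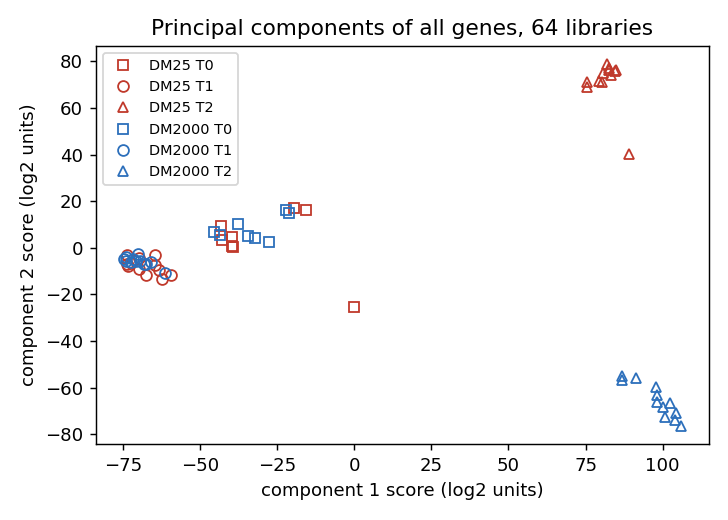
Scores of the 64 libraries on component 1 (x axis, log2 units) and component 2 (y axis, log2 units), with DM25 in red and DM2000 in blue, and T0 as squares, T1 as circles and T2 as triangles. The T2 libraries stand at component 1 scores of 75.4 or more, and the libraries of the other time points at or below 0.00932.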

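On the second component, which took 22.6% of the variance (SD 0.562 over the same 4 fits), medium took 33.1% of the variance of the scores and time 1.56%. The 12 DM25 libraries of T2 had a mean score of 71.4 ± 10.2 (SD) and the 12 DM2000 libraries of T2 a mean of −65.4 ± 7.40 (SD). Medium was also compared within each time point, as its share of the variance over all genes. At T2 it took 85.9% (permutation test, p = 1e-05, the smallest p that 100000 permutations give), against 4.35% by chance. At T1 it took 8.24% (permutation test, p = 1e-05), against the same share by chance, and 5.89% (p = 0.0158) over the 500 genes with the highest variance. The media were sampled at different hours at T1, 4.5 h in DM25 and 6.5 h in DM2000, so hour and medium cannot be separated there. At T0, with the aliquots of each replicate averaged, medium took 11.2% against 14.3% by chance (exact permutation test over 35 splits, p = 0.543). These splits do not keep the 2 media of 1 replicate number paired, although both come from the same run. The test therefore does not say whether medium made a difference within runs at T0.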

Glucose availability did not factor into global gene expression differences at T0 or T1 but accounts for approximately 15% of the variance at T2 (Supplementary Fig. 1A). 

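The share of the variance between libraries that replicate number took was computed within each medium and time point, over all genes and 12 libraries, and tested by an exact permutation of the numbers within growth conditions (576 arrangements, one-sided). Replicate number took 35.2% at T1 in DM25 (27.3% on average over the arrangements, exact p = 0.00174, the smallest that they give) and 34.8% at T2 in DM25 (average 27.5%, exact p = 0.00868). In DM2000 it took 31.1% at T1 (average 27.0%, exact p = 0.00347) and 46.1% at T2 (average 28.5%, exact p = 0.104). With the 500 genes of highest variance, the share at T2 in DM25 was 29.5% (exact p = 0.0608). Growth condition was permuted within replicate numbers (216 arrangements, one-sided). It took 18.1% at T1 in DM25 (average 16.2%, exact p = 0.0278), 17.6% at T2 in DM25 (average 16.3%, exact p = 0.0972), 18.9% at T1 in DM2000 (average 17.2%, exact p = 0.0139) and 14.6% at T2 in DM2000 (average 13.5%, exact p = 0.361). Replicate numbers stood for whole runs of the procedure, each with its own SμG, R and S cultures. At T1 the library names of replicates 2 and 3 carry other time tags than those of replicates 4 and 5. The labels' time field gives the same hour for all of them in each medium. Whether sampling hour had a part in the share of replicate number at T1 was not tested.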

Importantly, no batch effects were observed between biological replicates (Supplementary Fig. 1B). Each SμG sample was compared to the rotating (R) and static (S) controls independently to identify significantly differentially expressed genes (DEGs) for each condition at T1 and T2. 

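SμG was compared with S in the same fits as with R. At T1 in DM25, 12 genes had an adjusted p under 0.05 against S (limma, Benjamini–Hochberg), of which 10 also had one against R, and 24 had one against S with replicate number as a block. For 8 genes both cutoffs, an adjusted p under 0.05 and a log2FC beyond ±1.25, were passed against each control. *bssR* (ECB_RS04280) passed them against R and not against S, where its log2FC of −1.21 (lower in 4 of 4 replicates) fell short of the fold cutoff and its adjusted p was 0.0726, or 0.00265 with the block. At T1 in DM2000, 2 genes had an adjusted p under 0.05 against S, and 1 passed both cutoffs (7 and 2 with the block). Without SμG replicate 3 or without SμG replicate 4, 0 genes had an adjusted p under 0.05 against S there, with 362 and 294 at an unadjusted p under 0.05. Without S replicate 5, 0 passed both cutoffs. At T2 the comparison with S gave 0 genes in either medium, with 257 genes at an unadjusted p under 0.05 in DM25 and 57 in DM2000. There the block gave 1 gene past both cutoffs in DM25 and 0 in DM2000, with 374 and 178 at an unadjusted p under 0.05. The SμG libraries enter both comparisons, so their log2FC values are related by construction. Across genes, which are not independent replicates, Pearson's r between the 2 sets of log2FC was 0.629 at T1 in DM25, 0.635 at T2 in DM25, 0.466 at T1 in DM2000 and 0.796 at T2 in DM2000. In 100 simulations without any difference between conditions, the mean r lay between 0.500 and 0.502 in the 4 sets. At an unadjusted p under 0.05 and the same fold cutoff, 17 genes were shared between both comparisons at T1 in DM25, where 20 such simulations gave 4.15 on average. The numbers shared were 3, 5 and 2 at T2 in DM25, T1 in DM2000 and T2 in DM2000, where the same 20 gave 3.55, 3.35 and 2.40.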

DEG analysis between SμG vs R and SμG vs S yielded similar results with genes associated with various stress pathways and nutrient starvation. When determining which control group to use for downstream analysis (rotating or static) we found that SμG samples associated more closely with static samples as determined by computing Euclidean distances visualized by hierarchical clustering (Supplementary Fig. 1C). 

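Euclidean distances over all genes were measured on the log2 scale between libraries of 1 replicate number. At T1 in DM25 the distance from SμG was 37.9 ± 2.92 (SD, n = 4) to S and 38.7 ± 2.84 (SD, n = 4) to R, and 3 of 4 replicates lay closer to S. Their mean difference, S minus R, was −0.771 (exact sign-flip permutation test, two-sided, p = 0.375). It was −1.12 with 4 of 4 closer to S over the 500 genes with the highest variance in the set (exact p = 0.125), and −0.161 with 2 of 4 closer with a pseudocount of 10 (exact p = 0.875). The title of Supplementary Fig. 1C names T1 in DM25 and its legend T2, so which of these sets the paper's reading rests on is not clear. In DM25 at T2 the distances were 39.4 ± 6.88 (SD, n = 4) and 38.9 ± 6.45 (SD, n = 4), and 1 of 4 replicates lay closer to S (difference 0.476, exact p = 0.625). That difference changed sign, to −0.383, over the 500 genes (exact p = 1), and rose to 1.26 with a pseudocount of 10, where 0 of 4 lay closer to S (exact p = 0.125). At T1 in DM2000 the distances were 37.5 ± 0.911 (SD, n = 4) to S and 35.5 ± 0.857 (SD, n = 4) to R, and 0 of 4 replicates lay closer to S (difference 2.00, exact p = 0.125). At T2 in DM2000 they were 34.1 ± 12.4 (SD, n = 4) and 42.2 ± 18.0 (SD, n = 4), with 3 of 4 closer to S (difference −8.13, exact p = 0.25) and the largest difference, −26.3, in replicate 4. The smallest p that 4 replicates allow is 0.125. Over all 16 sets of 1 replicate number, the mean difference was −1.61 (exact p = 0.531), and 7 of 16 SμG libraries lay closer to S. Replicate 4 at T2 in DM2000, at −26.3, weighs heavily in this mean, since the next lowest difference was −4.84.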

DEGs used in the downstream analysis are only those from SμG vs R comparisons because this offers the difference in the rotational axis as a singular change in experimental variable.

**Fig. 3:**
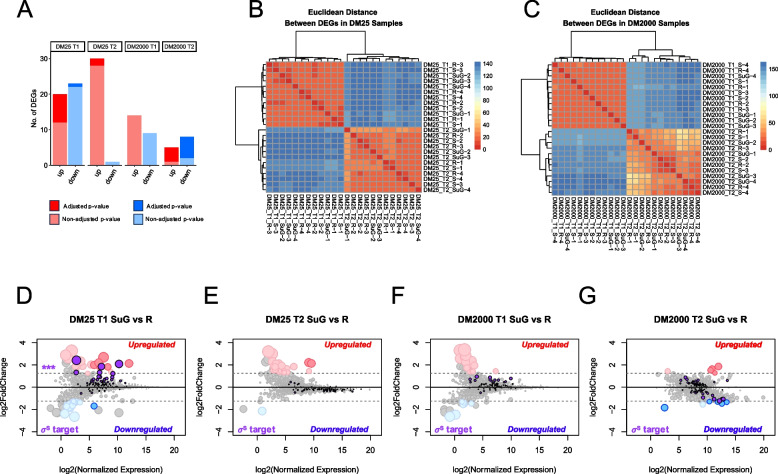
REL606 transcriptomic response to simulated microgravity is altered by nutrient availability. **A** Upregulated and downregulated DEGs per treatment per timepoint are depicted as a bar chart. Dark red and dark blue portions of the bar represent adjusted *p*-values of *p*-value < 0.05 and the lighter red and blue portions of the bar represent non-adjusted *p*-values of *p*-value < 0.05. Euclidean distances visualized through hierarchical clustering of DEGs in (**B**) DM25 samples and (**C**) DM2000 samples. **D-G** MA plots with upregulated at adjusted *p*-value < 0.05 (dark red), non-adjusted *p*-value < 0.05 upregulated (light red), downregulated at adjusted *p*-value < 0.05 (dark blue), and non-adjusted *p*-value < 0.05 downregulated (light blue), condition specific DEGs from each treatment and timepoint comparison. Genes regulated by the general stress response (σ^S^) are shown in purple. The dot size is equivalent to the log2FC. The DEGs with log2FC >  ± 1.25 and *p*-value < 0.05 are depicted. **D** SµG vs R in DM25 at T1, (**E**) SµG vs R in DM25 at T2, **F** SµG vs R in DM2000 at T1, (**G**) SµG vs R in DM2000 at T2. *** = adjusted *p*-value < 0.001 by hypergeometric testing

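At T1 in DM25, SμG vs R, 13 genes had an adjusted p under 0.05 (limma, Benjamini–Hochberg), and 9 of them had a log2FC beyond ±1.25 as well. The 3 genes with the smallest p were *bssS*, *ycgB* and *yjfY*. *bssS* (ECB_RS05615) had 4117 ± 1426 normalized counts (SD, n = 4) in SμG, 938 ± 98.8 (SD, n = 4) in R and 1001 ± 223 (SD, n = 4) in S. Its log2FC was 2.08 (standard error 0.19, adjusted p = 0.000131, higher in 4 of 4 replicates). *ycgB* (ECB_RS06180) rose from 284 ± 53.1 (SD, n = 4) in R to 1212 ± 435 (SD, n = 4) in SμG, a log2FC of 2.04 (standard error 0.20, adjusted p = 0.000151, 4 of 4 replicates), with 299 ± 52.2 in S. For *yjfY* (ECB_RS21640) the counts were 182 ± 78.1 (SD, n = 4) in SμG, 28.3 ± 8.89 in R and 26.8 ± 7.27 in S, and the log2FC was 2.61 (standard error 0.31, adjusted p = 0.000966, 4 of 4 replicates). The other genes higher in SμG were *yohC*, *osmB*, *ldtE*, *yohP* and *mcbA*, with log2FC from 1.33 to 2.06 and adjusted p from 0.00112 to 0.0136, each in 4 of 4 replicates. *bssR* was the gene that was lower. *bssS*, *ycgB* and *yjfY* are far more abundant at T2 in DM25, and 0.289% of that profile, a share fitted on 85 other genes, amounts to 2941, 1009 and 175 counts, beside observed differences between SμG and R of 3179, 927 and 153. Without SμG replicate 2, in which these 3 genes were highest, 8 genes had an adjusted p under 0.05, and 6 passed both cutoffs. With replicate number as a block, 20 genes had an adjusted p under 0.05 and 11 passed both cutoffs. Of the alternatives, the fit of replicates 2 and 3 alone moved the count of genes past both cutoffs most, to 0 (with 210 genes at an unadjusted p under 0.05), and replicates 4 and 5 alone gave 2.

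**Figure D2:**
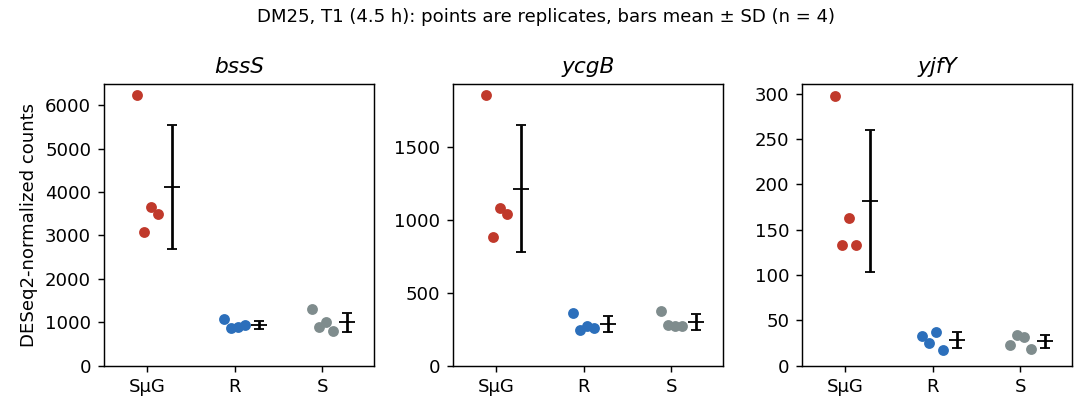
DESeq2-normalized counts (y axis, linear) of *bssS*, *ycgB* and *yjfY* at T1 in DM25 in SμG, R and S. Points are the 4 replicates and bars the mean ± SD; every SμG point lies above every R and S point of its gene.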

Using strict statistical cutoffs of Benjamini–Hochberg adjusted *p*-value < 0.05 and log2FC >  ± 1.25 we found samples at T1 in DM25 produced the largest number of significant DEGs which were mostly upregulated, but overall, only 9 genes were significantly differentially expressed at these parameters (Fig. 3A). 

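The other SμG vs R comparisons were fitted in the same way. In DM2000 at T1, 3 genes had an adjusted p under 0.05 (limma, Benjamini–Hochberg), each higher in SμG in 4 of 4 replicates, and 6 had one with replicate number as a block. *bssR* had the largest log2FC of the 3 and alone passed the fold cutoff. In a limma fit of all 64 libraries, 0 genes had an adjusted p under 0.05 there, with 96 at an unadjusted p under 0.05. *bssS* had 2948 ± 126 normalized counts (SD, n = 4) in SμG and 1862 ± 121 (SD, n = 4) in R, a log2FC of 0.66 (adjusted p = 0.0011). *ycgB* had a log2FC of 0.77 (adjusted p = 0.0105), with 988 ± 156 (SD, n = 4) in SμG and 574 ± 56.1 (SD, n = 4) in R. In DM25 at T2, 0 genes had an adjusted p under 0.05, and 197 had an unadjusted p under 0.05 (391 with the block). The difference between the media in SμG vs R was tested as an interaction over the 24 libraries of each time point. At T1 it was past an adjusted p of 0.05 for 4 genes (limma, Benjamini–Hochberg): *bssR*, *bssS*, *ycgB* and *yjfY*. The log2FC was higher in DM25 by 1.42 for *bssS* (adjusted p = 0.00176), 1.27 for *ycgB* (adjusted p = 0.0221) and 1.94 for *yjfY* (adjusted p = 0.0108). At T2 no gene passed it, with 177 at an unadjusted p under 0.05 (398 with the block).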

Subsequent comparisons produced even fewer DEGs suggesting the transcriptomic signatures captured at these timepoints may not be heavily influenced by short term simulated microgravity exposure. Given the low number of DEGs we relaxed *p*-value cutoffs to non-adjusted *p*-values of *p* < 0.05 and found several more genes with altered expression in each comparison (Supplementary Data 1). 

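With an unadjusted p under 0.05 and a log2FC beyond ±1.25 (limma), SμG vs R at T1 in DM25 gave 20 genes higher and 19 lower. Without R replicate 2, 33 genes were higher there. In DM2000 at T1, 10 genes were higher and 9 lower, and 23 were higher without R replicate 2. A pseudocount of 10 in place of 1, which lowers the log2FC of genes with few reads, left 10 genes higher and 1 lower at T1 in DM25, and 1 higher and 0 lower at T1 in DM2000. Without a cutoff on the log2FC, 211 genes at T1 in DM25 and 171 at T1 in DM2000 had an unadjusted p under 0.05, out of 4476.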

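At T2 in DM25, 19 genes were higher and 2 lower in SμG than in R at an unadjusted p under 0.05 and a log2FC beyond ±1.25 (limma). SμG replicate 2 lay apart from the other libraries of this set. Its component 2 score was 40.4, and those of the other 11 libraries ranged from 69.0 to 78.9. Without this library, 8 genes were higher and 9 lower. Without SμG replicate 3, 32 genes were higher, and without SμG replicate 4, 1 was lower. Quantile normalization gave 5 genes higher and 4 lower, and a pseudocount of 10 gave 0 of either, with 199 genes at an unadjusted p under 0.05 in each of these fits. Other fits kept the excess of higher genes. edgeR gave 42 higher and 2 lower, DESeq2 33 and 2 with 12 libraries, and 32 and 3 with 64. The replicate block gave 20 and 3 in limma and 28 and 1 in edgeR. Whether the balance of higher and lower genes differed from that of the other comparisons was not tested.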

Interestingly SμG samples at T2 in low glucose media yielded nearly all upregulated genes, while all other comparisons showed a more even split between up and down genes (Fig. 3A) with non-adjusted *p*-values (*p* < 0.05). These findings further indicate that while gene expression differences are initially distinct between conditions, they become more similar over time, particularly in DM2000 media, where minimal differential expression is observed at T2 (Fig. 3A).

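In DM2000 at T2, SμG vs R gave 4 genes higher and 3 lower at the relaxed cutoff. No gene had an adjusted p under 0.05 (limma, Benjamini–Hochberg), and 119 had an unadjusted p under 0.05, or 432 with replicate number as a block. Replicates differed more here than at T1. The 255 genes with more than 1000 normalized counts had a median SD within groups of 0.673 on the log2 scale, against 0.0895 at T1 in DM2000 and 0.252 at T2 in DM25. Single libraries moved the counts: 36 genes were lower without R replicate 5, 35 without SμG replicate 3, and 1 without R replicate 2 or without SμG replicate 5. The number higher ranged from 2 without R replicate 2 or SμG replicate 4 to 10 without R replicate 3 or SμG replicate 5. DESeq2 on the recovered reads of all 64 libraries in 1 fit gave 155 genes with an adjusted p under 0.05, of which 8 also passed the fold cutoff. The change of the SμG effect from T1 to T2 was not itself tested.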

To evaluate the relationships among samples, the DEGs from each of the four comparisons with non-adjusted *p*-values were concatenated to form a list of 105 genes and the expression of each gene was log2 transformed (Supplementary Data 2). These expression profiles were separated by DM25 samples and DM2000 samples and were clustered using Euclidean distances and visualized by hierarchical clustering in a heatmap (Fig. 3B-C). 

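The limma lists at the relaxed cutoff held 39 genes at T1 in DM25, 21 at T2 in DM25, 19 at T1 in DM2000 and 7 at T2 in DM2000, and joined to 81 loci. In a DESeq2 fit of all 64 libraries restricted to the 4385 genes with a mean above 10 reads, without independent filtering, the joined lists held 105 loci. That fit was chosen after the data had been seen.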

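The 105 loci of Supplementary Data 2 were all found in the deposited table, and the 24 T1 and T2 libraries of each medium were clustered on their log2(normalized count + 1) by Euclidean distance with complete linkage. T1 and T2 libraries formed separate branches in both media. In DM25 the SμG libraries of all 4 replicates at T1 stood in 1 cluster that held no other library. In DM2000 those of 3 replicates did so, numbers 3, 4 and 5. Average linkage gave the same groups, and with a pseudocount of 10 the 3 replicates in DM2000 were 2, 3 and 4. These loci had been picked for differences between SμG and R in the same libraries, so no test was made of this grouping.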

As with the PCA plots in Supplemental Fig. 1A-B the driving variable is time, the samples do however often cluster based on growth condition where 3 of 4 SμG replicates are grouped together at T1 in both media types (Fig. 3B-C). 

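Between the limma lists at the relaxed cutoff, T1 in DM25 and T1 in DM2000 shared 3 loci, ECB_RS00110, ECB_RS24955 and *bssR* (ECB_RS04280). T1 and T2 in DM25 shared 2 loci, ECB_RS02615 and ECB_RS20995. The other 4 pairs of lists shared 0. The fit that joined to 105 loci had the same 3 shared loci at T1, and 2 others, ECB_RS02540 and ECB_RS25855, between T2 in DM25 and T1 in DM2000. Other than *bssR*, these loci are named here because so few were shared, after their values had been seen.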

Interestingly, there is little overlap of DEGs amongst the four comparison groups (DM25 T1, T2 and DM2000 T1,T2) with only two genes shared between any of the groups, one of which is a hypothetical protein shared between DM25 T2 and DM2000 T1 and the other *bssR* a biofilm formation regulator shared between DM25 and DM2000 both at T1. *BssR*, showed a log 2FC of -1.68 for DM25 at T1 and a log 2FC of 1.44 for DM2000 at T1. 

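*bssR* fell from 183 ± 71.6 normalized counts (SD, n = 4) in R to 56.8 ± 11.9 (SD, n = 4) in SμG at T1 in DM25, with 134 ± 37.6 (SD, n = 4) in S. The log2FC of SμG vs R was −1.62 (standard error 0.25, adjusted p = 0.00905, limma with Benjamini–Hochberg adjustment, lower in 4 of 4 replicates). R replicate 2, at 290 counts, lay far above the other R libraries, and the log2FC was −1.38 without it. At T1 in DM2000 the counts were 155 ± 19.8 (SD, n = 4) in SμG, 57.0 ± 9.23 (SD, n = 4) in R and 62.7 ± 9.42 (SD, n = 4) in S. There the log2FC was 1.43 against R (standard error 0.16, adjusted p = 0.0012, higher in 4 of 4 replicates) and 1.29 against S (adjusted p = 0.00782, 4 of 4 replicates). The difference of SμG vs R between the media was −3.05 on the log2 scale (adjusted p = 2.28e-06 for the interaction in limma). At T2 *bssR* was more abundant, with 10818 ± 1324 (SD, n = 4) in R in DM25 and 32718 ± 24895 (SD, n = 4) in R in DM2000. Over the 22 alternatives in each medium the log2FC stayed between −1.85 and −1.38 in DM25, with an adjusted p under 0.05 in 19, and between 1.25 and 1.62 in DM2000, with one in 18. The adjusted p ranged from 3.37e-08 to 0.771 in DM25 and from 3.21e-12 to 1 in DM2000.

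**Figure D3:**
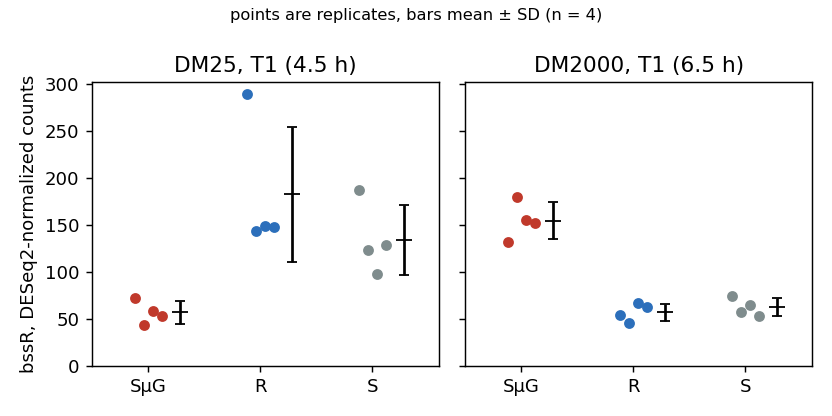
DESeq2-normalized counts of *bssR* (y axis, linear) at T1 in DM25 (4.5 h) and in DM2000 (6.5 h) in SμG, R and S, with the 4 replicates as points and the mean ± SD as bars. In DM25 every SμG point lies below every R point, and in DM2000 above.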

In a previous report, the deletion of *bssR* was demonstrated to increase biofilm formation of *E. coli* K-12 in minimal media supplemented with 0.4% (4 mg/L) glucose [38].

The general stress response is activated when cells are unable to continue dividing normally, and it activates genes to cope with stress [39–41]. Since *E. coli* is known to accumulate rpoS, a transcriptional activator (σ^S^), in times of oxidative stress, osmotic stress, acidic pH, or nutrient deprivation [40], we queried rpoS-regulated genes to profile their transcript levels across conditions. 

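The list of Weber et al. was not used here. A list of 63 σS-regulated genes was written from general knowledge instead, but the tables used here pair only 4 of them (6.35%) with a locus. No set test was made on so small a share, and no locus is paired with *rpoS*. *osmB* (ECB_RS06695), an osmotically inducible lipoprotein gene, is 1 of the genes with a locus. At T1 in DM25 it had 140 ± 46.6 normalized counts (SD, n = 4) in SμG, 38.8 ± 9.85 (SD, n = 4) in R and 40.2 ± 7.12 (SD, n = 4) in S. The highest SμG value, 209, was in replicate 2, and the other 3 ranged from 112 to 120. The log2FC was 1.81 (standard error 0.25, adjusted p = 0.00392, limma with Benjamini–Hochberg adjustment, higher in 4 of 4 replicates), and without 1 library at a time it ranged from 1.60 to 1.92. *osmB* had 40800 ± 9952 counts (SD, n = 4) at T2 in R in DM25, and the share of the T2 profile fitted in the SμG libraries amounts to 116 counts beside an observed difference of 101.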

Using a list of σ^S^ regulon members from Weber et al. 2005 [37], the log2 mean expression over log2FC was plotted, which revealed that rpoS targets were upregulated at T1 in SµG samples grown in glucose-limited conditions (Fig. 3D-E). 

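In DM2000, *osmB* had 139 ± 14.0 normalized counts (SD, n = 4) in SμG and 89.6 ± 16.1 (SD, n = 4) in R at T1, a log2FC of 0.64 (adjusted p = 0.285, limma with Benjamini–Hochberg adjustment, higher in 4 of 4 replicates). *gadE* (ECB_RS17780), an acid resistance activator gene, had 37.3 ± 8.04 (SD, n = 4) in SμG and 39.1 ± 12.2 (SD, n = 4) in R at that time. Its log2FC of −0.03 changed sign with single libraries left out, within −0.23 to 0.12. At T2 in DM2000 the log2FC was 0.31 for *osmB* (adjusted p = 0.838, higher in 3 of 4 replicates) and 0.60 for *gadE* (adjusted p = 0.767, higher in 3 of 4 replicates). Neither passed the cutoff after adjustment over all genes, and the unadjusted p in limma was 0.538 for *osmB* and 0.0947 for *gadE*. At T2 in DM25 the log2FC was −0.37 for *osmB* and −0.19 for *gadE* (adjusted p = 0.866 for both), lower in SμG in 4 of 4 and 3 of 4 replicates.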

Although some upregulation of σ^S^ targets was also observed at T1 and T2 in glucose-replete SµG samples (Fig. 3F-G), this enrichment of σ^S^ targets was uniquely correlated with the T1 timepoint in glucose-limited samples with an adjusted *p*-value < 4.09e-07 as determined by hypergeometric testing for over-representation of rpoS regulon members. 

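*gadE* had 56.7 ± 23.8 normalized counts (SD, n = 4) in SμG at T1 in DM25, 14.2 ± 9.25 (SD, n = 4) in R and 14.0 ± 11.1 (SD, n = 4) in S. SμG replicate 2, at 92.3, lay above the other 3 libraries, which ranged from 42.6 to 47.9. The log2FC was 2.06 (standard error 0.50, higher in 4 of 4 replicates), and its adjusted p of 0.22 (limma, Benjamini–Hochberg) did not pass the cutoff. Over 22 alternatives the log2FC ranged from 1.48 to 2.43 and the adjusted p from 0.000961 to 1, with 5 under 0.05. The replicate block was 1 of these 5, with an adjusted p of 0.045. *gadE* had 14461 ± 1120 counts (SD, n = 4) in R at T2 in DM25, and the T2 share fitted in the SμG libraries amounts to 44.7 counts beside an observed difference of 42.5. *gadE* was itself among the genes on which that share was fitted, so this match is no independent test.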

The σ^S^ gene targets which were upregulated in DM25 T1 include *osmB*, an osmotically inducible lipoprotein and *gadE*, an acid resistance transcriptional activator. This finding suggests nutrient deprivation significantly increases stress in the simulated microgravity environment.

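Whether the SμG effect on these targets differed between the media at T1 was tested as an interaction in limma. The log2FC was higher in DM25 by 1.17 for *osmB* (adjusted p = 0.193, Benjamini–Hochberg) and by 2.10 for *gadE* (adjusted p = 0.347), and neither passed the cutoff. SμG exceeded R in 4 of 4 replicates in DM25 for both genes. From the targets of σS that were higher in SμG at T1 in DM25, the paper proposes that nutrient deprivation adds to stress in simulated microgravity.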

### Gene Ontology analysis suggests that simulated microgravity alters expression of genes associated with biofilm formation, cellular aggregation and stress response

Given the distinct transcriptomic profiles of cells grown in DM25 and DM2000 media, the cellular pathways affected by SµG were investigated. Gene Ontology (GO) analysis with hypergeometric testing with the Benjamini–Hochberg method to adjust the *p*-value was conducted on DEGs (*p* < 0.05) from each comparison. GO categories enriched in DM25 samples had higher significance values than terms associated with DM2000 samples (Fig. 4A). Interestingly, no significant GO categories were shared amongst any of the groups. Like the DEG analysis we found SµG samples at T1 in DM25 had the largest number of significant ontologies with an adjusted *p*-value < 0.05 cutoff. Additionally, at this cutoff we do not find any significantly enriched categories associated with either time point at DM2000, suggesting that potentially no biological pathways are severely hindered by simulated microgravity in higher glucose conditions. rpoS stress response genes are activated by nutrient starvation, and it follows that GO terms categories with an adjusted *p*-value < 0.05 in DM25 samples were associated with biofilm formation and aggregation, stress response, and metabolism. 

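The GO terms of Supplementary Data 3 at T1 in DM25 rest on 4 genes, *ycjU*, *ydeS*, *ydeI* and *ygcW*, named through a table of the K-12 assembly ASM584v2 that pairs gene identifiers with symbols. *ydeI* (ECB_RS07915) had 39.9 ± 16.7 normalized counts (SD, n = 4) in SμG and 9.92 ± 4.56 (SD, n = 4) in R, a log2FC of 1.96 (adjusted p = 0.375, limma with Benjamini–Hochberg adjustment, higher in 4 of 4 replicates). *ygcW* (ECB_RS13835) had 5.44 ± 2.66 (SD, n = 4) in SμG and 14.3 ± 5.19 (SD, n = 4) in R, a log2FC of −1.31 (adjusted p = 0.859, lower in 4 of 4 replicates). *ydeS* (ECB_RS07750) had 0, 1, 0 and 8 reads in the SμG libraries, 0, 1, 0 and 0 in R and 0, 0, 5 and 7 in S, so a difference was not detectable at this depth. *ycjU* has no locus in the tables used here. These genes were chosen from the GO tables after the values had been seen.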

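In DM2000 the terms of Supplementary Data 3 rest on *tdcR* at T1 and on *narG*, *yhjX* and *adiA* at T2. *tdcR* (ECB_RS25815) had 0 reads in each of the 4 SμG libraries at T1, which allows up to 3 reads in each, and 6, 8, 0 and 1 reads in R and 1, 0, 1 and 0 in S. SμG therefore differed from R by no more than this limit allows in replicates 4 and 5.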

Previous research supports these findings, which showed cellular envelope thickening [42, 43] and enhanced biofilm formation in response to microgravity [44]. 

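For T2 in DM25 the GO terms with the smallest p-values in Supplementary Data 3 rest on *araD*, *araA* and *araB*, named here after their values had been seen. *araA* (ECB_RS00330) had 548 ± 923 normalized counts (SD, n = 4) in SμG and 117 ± 19.1 (SD, n = 4) in R. *araB* (ECB_RS00335) had 763 ± 1172 (SD, n = 4) in SμG and 173 ± 53.0 (SD, n = 4) in R, and *araD* (ECB_RS00325) 88.2 ± 123 (SD, n = 4) and 24.1 ± 14.8 (SD, n = 4). A single library, SμG replicate 4, held 1932 counts of *araA* and 2521 of *araB*, while the other 3 SμG libraries held 48.8 to 118 and 168 to 183. The log2FC was 0.63 for *araA* (higher in 1 of 4 replicates), 1.03 for *araB* (higher in 3 of 4) and 1.05 for *araD* (higher in 3 of 4), each with an adjusted p of 0.866 (limma, Benjamini–Hochberg). Without SμG replicate 4 it was −0.51 for *araA* and 0.07 for *araB*. DESeq2 on the reads of all 64 libraries gave both an adjusted p of 0.00405, the smallest among 21 alternatives, which went up to 1.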

When looking at GO categories with *p*-values of *p* < 0.05, we find samples at T1 are enriched for DNA damage and stress response, with a shift to almost exclusively metabolic pathways by T2 (Supplementary Data 3). At the T2 timepoint, 24 h post inoculation, the cells will utilize what nutrients remain [16]. 

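In DM2000 at T2 *narG* (ECB_RS06385) had 2575 ± 2100 normalized counts (SD, n = 4) in SμG and 1055 ± 203 (SD, n = 4) in R, a log2FC of 1.01. *yhjX* (ECB_RS17995) had 1528 ± 1195 (SD, n = 4) and 529 ± 152 (SD, n = 4), a log2FC of 1.25. For *adiA* (ECB_RS21215) the counts were 4025 ± 5029 (SD, n = 4) and 1107 ± 314 (SD, n = 4), a log2FC of 1.14, or 0.38 without SμG replicate 3, which held 11490 counts. All 3 genes were higher in 4 of 4 replicates, and their adjusted p was 0.767 (limma, Benjamini–Hochberg), so none of them passed the cutoff after adjustment over all genes. Over 22 alternatives the adjusted p of *adiA* ranged from 4.02e-05 to 1, and 1 was under 0.05, from DESeq2 on the reads of all 64 libraries.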

At both time points in DM2000 media the GO terms are largely focused on metabolism and biosynthesis pathways in response to simulated microgravity samples (Fig. 4B). DM2000 samples did not have any categories that met the adjusted *p*-value cutoffs, and these groups also had the fewest number of DEGs suggesting cells may experience less stress when supplied with ample nutrients. These findings indicate that simulated microgravity induces distinct stress responses in *E. coli REL606*, with nutrient availability shaping adaptation strategies—favoring stress response and biofilm formation under nutrient limitation, while metabolic changes are experienced across all groups.

**Fig. 4:**
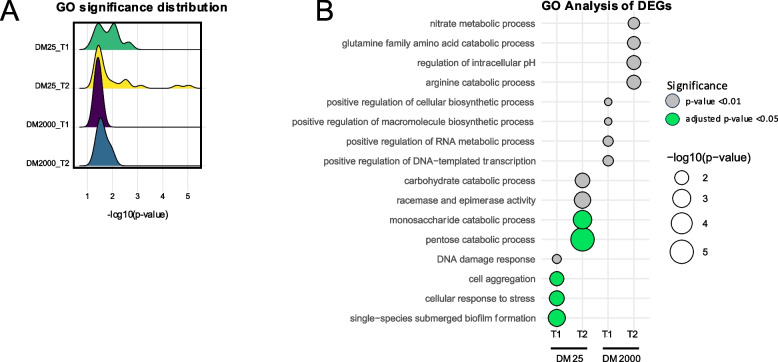
Nutrient availability impacts stress response and metabolic pathways in simulated microgravity. **A** Ridge plot showing the distribution of significance values for enriched GO terms in each group. **B** Dot plot illustrating the significant GO terms associated with the DEGs from each group. Green dots have adjusted *p*-value < 0.05 and gray dots have *p*-value < 0.05

### Long term exposure to simulated microgravity and glucose-limited conditions selects for genotypes with mutations known to affect cell division and membrane permeability

Our RNAseq analysis found higher expression of general stress response genes following exposure to SµG (Fig. 3D). Activation of these responses might affect how *E. coli* evolves under simulated microgravity compared to the rotating and static control conditions. To profile what mutations selected over longer-term exposure to simulated microgravity, REL606 cell populations were cultured for 28 consecutive days under SµG, R, and S conditions (Fig. 5A). Daily dilutions and regrowth yielded ~ 6.64 generations per day for ~ 186 total generations of evolution. Figure 5B displays the mutations identified for T0 and weeks 1–4 for the biological replicates (BR) A, C, and D of the long-term culture experiment. Here, two colonies (1, 2) for each BR for each of the sampling events (SµG, R, or S) over four weeks were subjected to whole-genome sequencing (Fig. 5A). None of the three BRs within any treatment had the same mutation patterns (Fig. 5B); however, within BR C and D of the SµG treatment, the same population-specific mutations were observed in multiple colonies beginning at week 3 (Supplementary Data 4). This persistence in the sampled clones suggests that these mutations were highly beneficial and were in genotypes that were outcompeting the ancestor strain [45, 46]. Other mutations that were observed in only one clone at one time point may be in genotypes that never reached very high frequencies within the populations, indicating that they may have been less beneficial or, in rare cases, may have even been neutral or deleterious.

**Fig. 5:**
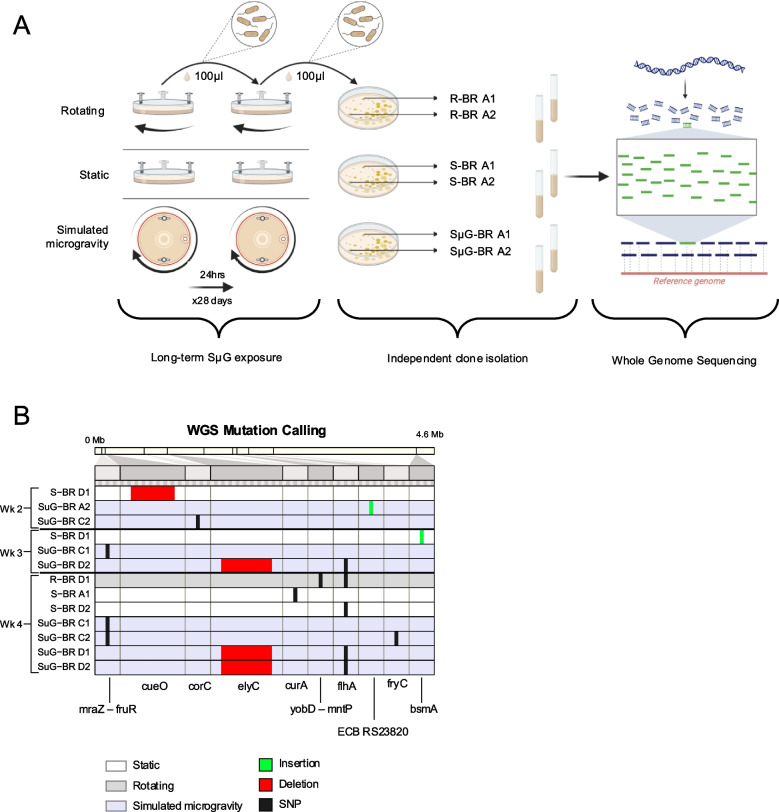
Long-term exposure to simulated microgravity induces genomic alterations. **A** A schematic of the REL606 long-term simulated microgravity experiment conducted in DM25 for the SµG, R, S conditions over 28 days. Four colony isolates of REL606 were inoculated into four separate HARVS (Biological Replicates A, B, C, D) for each condition SµG, R, S and cultured for 28 days. 1% of the culture from each of the 16 HARVs was transferred to a sterile HARV with fresh DM25 media daily. Every 7th day, a sample from each of the 16 HARVs was taken, and a culture stock was made and stored in the -80 °C freezer. The freezer stocks for SµG, R, S of BR A, C and D for weeks 1–4 were each plated on media, and from each, two colonies were isolated for whole genome sequencing. The DNA sequencing reads for each of the two colonies from samples SµG, R, S of BR A, C and D for weeks 1–4 were mapped to the REL606 genome and analyzed using the bowtie2 within the *breseq* bioinformatics tool. Created with BioRender.com (**B**) Mutations found using *breseq* for two colony isolates (1 or 2) from the sequenced biological replicates (A, C, D) for SµG, R, S conditions cultured in DM25 for 28 days and sampled weekly visualized in the context of the whole genome of the REL606 ancestor strain. Samples that did not present mutations are not pictured

In week 2, the first base substitution was observed in the *corC* gene in SµG BR C2. This gene codes for a magnesium/cobalt transport protein. Also, during week 2 the first insertion upstream of the prophage gene *ECB RS23820* was observed for SµG BR A2 (old locus tag: *ECB_01992*). This insertion increases the number of repeats in a seven-copy four-base repeat in the ancestral genome that has been observed to be hypermutable in other evolution experiments with REL606 [47, 48]. Neither event is observed in clones for the subsequent weeks. During week 2, a deletion appeared in the *cueO* gene in BR D1 in S for one of the two sequenced clones. The *cueO* gene is associated with multicopper oxidase (MCO) involved in copper tolerance under aerobic conditions, and deletion of this gene confers an advantage in iron-limited settings [49]. The 11-base pair deletion was not identified in any clone for any BRs for any treatment in subsequent weeks (Fig. 5B).

In week 3, one colony from BR D1 in the S condition presented an insertion in the *bsmA* gene, but not in subsequent weeks. This gene is named for its role in promoting biofilm stress and motility. One clone of the two BR C colonies sequenced from SµG conditions in week 3 shows a mutation in the *mraZ/fruR* intergenic region that persisted into week 4 for both BR C1 and C2 colonies. The *mraZ/fruR* base substitution may play a role in environmental control of cell division and peptidoglycan synthesis as the MraZ protein is a transcriptional regulator of both processes [50]. In week 4, BR C2 under SµG also shows a SNP event in *fryC*. This gene codes for a putative enzyme IIC component of the phosphoenolpyruvate-dependent sugar phosphotransferase system (PTS), a major carbohydrate active-transport system. The mutation suggests a decrease in metabolism of certain carbohydrates, which researchers also found in the MT-2 effort for the ISS metagenomes.

In week 3, a 13-base pair deletion in the *elyC* gene was identified in the SµG BR D2 sample accompanied by a base substitution in the *flhA* gene. The *elyC* gene mutation pattern persisted into week 4 with the same combination occurring in both SµG BR D1 and D2 samples. In week 4, the same base substitution in the *flhA* gene of the already impaired flagellar machinery of REL606 was also present in the R BR D1 and S BR D2 samples. Given that the *flhA* mutations occurs in S and R samples at week 4 as well, this mutation likely was already present in a subset of cells within the culture used to start all D populations, arising during its initial outgrowth from a single colony. Its parallel rise in frequency in all three conditions suggests that it is beneficial with respect to some shared aspect of the S, R, and SµG treatments, rather than specifically associated with adaptation to simulated microgravity. The deletion in *elyC* which codes for an inner membrane protein shown to alter peptidoglycan biosynthesis rates remained unique to the SµG condition. This *elyC* 13 bp deletion (AGAAGCTGCAGCA) identified in our current study causes a frameshift resulting in a stop codon which truncates the protein. The *elyC* gene also did not evolve mutations in any of the sequenced clones from the Lenski LTEE that maintained the ancestral mutation rate [48]. As the LTEE was conducted in a similar growth medium to these experiments, this observation further supports that the *elyC* mutation may be beneficial in SµG conditions, but we cannot rule out that it may have hitchhiked to high frequency in this population because it occurred in the same genome as a *flhA* mutation. The colony forming units for the REL606 ancestor and an evolved strain with the *elyC* deletion mutation were plated and counted after 24-h growth under SµG, R and S conditions in both DM25 and DM2000 at 25°C and no differences in viability were observed as the conditions produced an average of 4.16 × 10^7^ CFU/mL.

## Discussion

Bacterial cells have evolved to sense their external environment and trigger appropriate internal responses. Selective pressure from the external environment can cause bacterial cells to alter their physiology transiently, through gene expression, or permanently, by mutation to adapt and eventually evolve within a niche. Microbial cells on Earth have evolved over billions of years with gravity as a selective pressure. From space-related microbial research it is known that the secondary effects of microgravity predominate in liquid cultures. These effects include the absence of gravity-dependent cell settlement and a lack of density-driven convection which leads to reduced mass transfer. Thus, microgravity could lead to a more complex environment with spatial structure and cell subpopulations experiencing different microenvironments—and therefore heterogeneous growth phases and stresses—compared to well-mixed or static liquid cultures grown in a terrestrial environment. The response of microbial cells over the long term to the altered physical environment of microgravity is still unknown. For the present study it was hypothesized that prolonged exposure to simulated microgravity would influence gene expression and genome adaptation in *E. coli* REL606.

To test this, first we performed a transcriptomic time course in glucose-limited and replete media in addition to evaluating cell number. Although a more than two times greater cell growth in simulated microgravity reported for prior spaceflight samples was not observed, a transcriptomic signature consistent with other spaceflight [51, 52] and simulated microgravity [53] studies was observed. A previous study investigating the phenotypic effects of simulated microgravity on *E. coli* found that cells experienced cell membrane thickening and decreased membrane transport [43]. A microarray analysis on *E. coli* K12 MG1655 grown in a clinostat to simulate microgravity found changes in the expression of genes associated with membrane transport, transcription regulation, and stress adaptation [1]. Here, as with prior reports, the transcriptomic upregulation of genes associated with metabolism, biofilm formation, and a general stress response were observed across timepoints in both media types during exposure to simulated microgravity. 

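*soxS* (ECB_RS20930) had 596 ± 463 normalized counts (SD, n = 4) in SμG, 1729 ± 1934 (SD, n = 4) in R and 1227 ± 1124 (SD, n = 4) in S at T2 in DM2000. In SμG it fell by 1.25 on the log2 scale against R (standard error 0.74, adjusted p = 0.767, limma with Benjamini–Hochberg adjustment), and SμG was lower in 4 of 4 replicates. R replicate 2 held 4590 counts, and the other 3 R libraries 431 to 1199. Over 22 alternatives the log2FC ranged from −1.72 to −0.58 and the adjusted p from 0.21 to 1, with 0 under 0.05. The unadjusted p was 0.116 in the limma fit, so *soxS* was not past the relaxed cutoff there. With replicate number as a block the log2FC was the same and the unadjusted p was 0.00652 (adjusted p = 0.495), which passes that cutoff. DESeq2 on the reads of all 64 libraries, restricted to genes with a mean above 10 reads and without independent filtering, a fit chosen after the data had been seen, gave a log2FC of −1.54 with an unadjusted p of 0.0358 (adjusted p = 0.305), which passes it too, and edgeR gave −1.64 with an unadjusted p of 0.0624. Whether *soxS* fell past the relaxed cutoff therefore depended on the fit.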

Surprisingly, the DM2000 SµG treatment appeared to overcome some of the stress, yielding the fewest number of DEGs at 24 h with a notable change in the downregulation of *soxS*, a transcriptional activator of oxidative stress genes [54]. However, this is in line with prior spaceflight experiment observations whereby when cells are provided ample carbon, cultures can overcome the signature stresses imparted by the lower convection and mass transfer [16]. Moreover, the expression of genes associated with the general stress response (GSR) regulated by σ^S^, were found to be significantly upregulated for SµG only at T1 in DM25 media (Fig. 3D). A similar phenomenon was observed in a study modeling reduced gravity through clinorotation, where transcriptional signatures like the GSR could be reversed by adding additional nutrients to the reduced gravity samples [55].

It is worth pointing out that many studies have investigated the effects of true and simulated microgravity on various microbial species using different growth platforms. While the results do not perfectly replicate each other, the affected pathways are often the same. Microgravity consistently impacts bacterial metabolism, cell wall/membrane function, and transcription, highlighting these areas as key modes of bacterial adaptation to microgravity stress. Understanding these adaptations has practical implications as *E. coli* can become an opportunistic pathogen under stressful conditions and are regular members of the human gut microbiome. Towards this, previous studies have shown that the gut microbiome is altered in a simulated microgravity bedrest state in humans [56] and that simulated microgravity can impair microbiome function [16]. Interestingly, microbiome samplings had increased population density of beneficial microbes when spaceflight countermeasures were applied [56], and bacterial metabolism showed functional recovery when supplied with excess carbon [16]. These studies and others highlight the importance of understanding the spaceflight adaptive mechanisms of microbes in greater detail to maintain human health in space.

In our current study, it was observed that acute exposure SµG in DM25 induces signatures of stress response, positive regulation of biofilm formation and cellular aggregation. A sustained response in this environment may shape long-term adaptation to simulated microgravity. When explored, in this study, after 21 days of continuous culture, the 13-base pair deletion in *elyC*, associated with increased production of ECA in the gram-negative bacterial cell membrane, was uniquely observed in the simulated microgravity condition. ECA comes in the two outer membrane forms of phosphoglyceride-linked (ECA_PG_) and lipopolysaccharide-linked (ECA_LPS_) and one periplasmic form of ECA (cyclic ECA_CYC_). ECA is involved in maintaining the outer membrane permeability barrier, which excludes toxic molecules, such as antibiotics. A prior transposon mutant library study identified the *elyC* mutant as a clone with increased surface exposure of enterobacterial common antigen (ECA) [57]. Deletion of *elyC* caused continuous production of ECA, due to loss of its wild-type role in regulating the production of ECA peptidoglycan and lipopolysaccharide. *ElyC* mutants in *E. coli* are reported to have slower growth, and are lethal under culture conditions with aeration at 21°C, yet they do not exhibit this response in aerated cultures at 37°C [57] or in low oxygen cultures at 21°C [58]. It is important to point out that our experiments were conducted at 25 °C, the average ambient temperature of the ISS and plant growth habitats on the ISS, whereas the LTEE was conducted at the optimal *E. coli* growth temperature of 37 °C. Additionally, in the longer term SµG treatment, a mutation in the promoter region of the master regulator *mraZ* that controls cell division and peptidoglycan synthesis was also uniquely observed. According to data from the LTEE using REL606, *mraZ* mutations happen relatively early on at ~ 500 generations in this experiment, whereas the *elyC* mutation rarely occurs at all and not before 15,000 generations [48].

The prior long-term simulated microgravity experiment [29] in *E. coli* did not include biological replication or R and S controls. Therefore, it cannot be determined if the observed mutations were because of the simulated microgravity environment or if these would also occur under ambient gravity conditions. A more recent study in *Streptococcus mutans* provided the first example of a well-controlled long-term evolution experiment under simulated microgravity for 100 days of growth [59]. This study did not use independent colonies from the ancestral clone to start each biological replicate to ensure that they did not share any preexisting genetic diversity proclivities, but it did employ replication. We found that mutations in some genes first arose in the simulated microgravity replicates and then later appeared in the corresponding control replicate which was similarly observed in the *S. mutans* study in rich media. Interestingly, both the *S. mutans* and our *E. coli* REL606 study presented mutations in a gene from the phosphoenolpyruvate (PEP)-dependent sugar phosphotransferase system (PTS), a major carbohydrate active-transport system. REL606, in week 4 (28 days) SµG BR C2 showed a SNP event in *fryC*. This gene codes for a putative enzyme IIC component specific for fructose. In the *S. mutans* study, all four replicates presented a mutation in the *ptsH* gene, which encodes for the histidine phosphocarrier (Hpr) protein, and then appeared later in two of the “normal” gravity controls by 63 days of continuous culture. Hpr controls the preferential consumption of glucose over other sugars [60]. Both studies also observed unique mutations specific to the simulated microgravity treatment that were absent in the R “normal” gravity control. However, the simulated microgravity unique mutations were also not observed to occur in more than one of the biological replicates. Much like the historical LTEE, each population of the simulated microgravity treatment appears to be on an independent evolutionary trajectory [61]. It would take additional highly replicated and possibly longer evolution experiments to fully understand how simulated microgravity affects bacterial evolution.

## Conclusion

In this work, our current understanding of the long-term effects of simulated microgravity on the model bacteria, *E. coli* REL606, is detailed. *E. coli* is not only a model organism used in molecular biology and biotechnology to produce biopharmaceuticals but is also a food-borne pathogen; thus, it is important to understand how it behaves in the closed environmental conditions of spaceflight for effective use and monitoring. Transcriptomic analysis of *E. coli* over a 24-h growth period in simulated microgravity revealed that signatures of stress response, positive regulation of biofilm formation and cellular aggregation were impacted by the low-shear modeled stress in low nutrient settings. The results of short-term exposure led us to hypothesize that long-term culturing in low glucose media in the simulated microgravity environment may impose a selective pressure on related pathways. By implementing longer term experimentation, over 28 days of continuous culture, a 13-base pair deletion in *elyC*, associated with increased production of ECA in the gram-negative bacterial cell membrane, was uniquely observed in the simulated microgravity condition. Understanding bacterial responses to long-term spaceflight is crucial and research in relevant environments is essential to support healthy crew and bioregenerative life support systems (BLiSS) for future exploration.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

## Data Availability

Sequencing data is available at NASA’s Genelab under the project name OSD-728: E. coli REL606. RNAseq count data is available under GEO Submission (GSE284563). (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284563).

## Abbreviations

SµG: Simulated microgravity culture
R: Rotating culture
S: Static culture
ISS: International Space Station
BLiSS: Bioregenerative life support systems
DEGs: Differentially expressed genes
MT: Microbial tracking
MOA: Mechanism of action
BR: Biological replicate
GO: Gene ontology
LTEE: Long-term evolution experiment

# Supplementary material for: Simulated microgravity triggers a membrane adaptation to stress in E. coli REL606
**Source:** BMC Microbiol. 2025 Jun 9;25:362. doi: 10.1186/s12866-025-04064-7
**Supplement:** Supplementary file 1 — Supplementary Material 1.

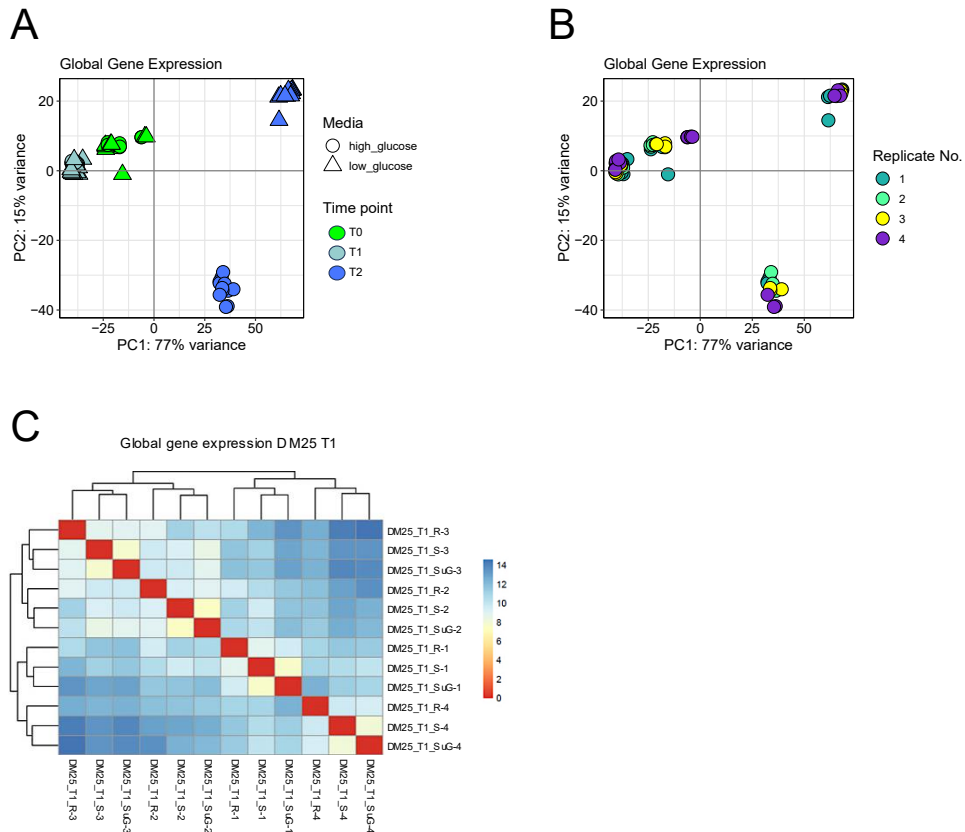

**FIGURE S1 | Breakdown and filtering of *E. coli* REL606 transcriptomic data.** (A-B) Principal Component Analysis (PCA) of global gene expression annotated by (A) timepoint and media type and (B) biological replicate group. (C) Global gene expression in DM25 samples at T2 with hierarchical clustering across groups.

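The distances behind such a clustering were computed for the 12 DM25 libraries of T2 over all 4476 genes on the log2 scale. With complete linkage, 0 of the 4 replicate numbers and 0 of the 3 growth conditions formed a cluster of their own, and no SμG library was joined first to the S library of its replicate number. At T1 in DM25, 2 of the replicate numbers formed one.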

**Supplementary Data 1 | DEGs results from SpG vs R comparisons. (Sheets 1-4)** DEG analysis of SpG versus Rotating control in DM25 and DM2000 at T1 and T2. 

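Each sheet lists the genes of 1 SμG vs R comparison with their log2 fold change, unadjusted and adjusted p-value. The paper's sheets hold 44 loci for T1 in DM25, 31 for T2 in DM25 and 12 for T2 in DM2000, and the sheet for T1 in DM2000 holds 0 in the copy used here. At the same cutoffs, a DESeq2 fit of all 64 libraries to the recovered reads, restricted to genes with a mean above 10 reads, gave 44, 31 and 12 genes in these comparisons and 23 at T1 in DM2000. That fit was chosen after the data had been seen.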

Bolded text represents data with adjusted pvalue < 0.05 while not bold is p <0.05 not adjusted. Protein Accession, and Protein Product subset from REL606 GTF reference genome file. Empty cells equal no available data.

**Supplementary Data 2 | Normalized counts of DEGs used for PCA analysis.** Log2 normalized counts per million (CPM) for all 102 DEGs pooled across comparisons in DM25 samples and DM2000 samples.

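The values of this table were compared with the deposited normalized counts. For each of its loci and groups, the listed value was the mean of the deposited values over the libraries of the group, to within 0.000498%. The values run from 0 to 1.06013e+06, so they are on the linear scale and not log2, and they are DESeq2-normalized counts, not scaled to a common library total.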

**Supplementary Data 3 | Gene Ontology analysis of DEGs from all comparisons.** Significant gene ontology (GO) terms, ID, pvalue, and gene ratio for DEGs. 

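A GO term groups genes annotated with the same process or function, and its gene ratio is the number of listed genes in the term over the listed genes with any annotation. The paper's table holds 18 terms for T1 in DM25, 9 of them with an adjusted p-value under 0.05, and 25 terms for T2 in DM25, 3 of them under it. For T1 and T2 in DM2000 it holds 12 and 19 terms, 0 of them under it, though all have an unadjusted p-value under 0.05. Several terms rest on the same gene. Of the other genes listed for T2 in DM25, *yjbG* (ECB_RS20735) had 38.4 ± 31.9 normalized counts (SD, n = 4) in SμG and 12.3 ± 3.54 (SD, n = 4) in R, and *caiD* (ECB_RS00210) 28.1 ± 18.9 (SD, n = 4) and 11.5 ± 2.82 (SD, n = 4).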

Description column represents the specific category called, also identified by Term.ID column.

**Supplementary Data 4 | Mutation call on Whole Genome Sequencing after long-term exposure to SpG using Breseq.** Long ID represents week sample was collected. Growth condition (S, R, or SpG). Base location identifies the location in the genome where the mutation was found. Mutation type (del = deletion, ins = insertion, snp = single nucleotide polymorphism). Delta bases denotes the number of bases lost if mutation was a deletion. Old annotation is the gene symbol from EcoCyc. Gene symbol REL606 is the corresponding annotation using the most recent REL606 assembly (NC\_012967). Locus ID corresponds to gene symbol also using the most recent REL606 assembly. Variant details NC\_012967.1 details nucleotide and position specific of each mutation. Fasta gene number indicates the number of a gene's location within Fasta file. Basepair substitutions (synonymous or non-synonymous) denotes effect of specific mutation.

How the deposited data were processed for this re-analysis (not part of the article)

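RNAseq libraries from the short-term culture study of REL606 were analysed. They cover 2 media (DM25 and DM2000), T0, T1 (4.5 h in DM25, 6.5 h in DM2000) and T2 (24 h), and at T1 and T2 the growth conditions SμG, R and S, with 4 biological replicates each and 2 aliquots per replicate and medium at T0. All 64 libraries were matched to their condition from the deposited labels, and none was left out. The labels number the replicates 2 to 5, and the paper numbers them 1 to 4; the labels' numbers are used. Within the labels, the library names of replicates 2 and 3 carry other time tags at T1 than those of replicates 4 and 5, while the labels' time field and the paper give the same hours for all; the paper's hours were used, and fits of each pair of replicates alone were among the alternatives. The growth curves, the colony counts and the whole genome sequencing of the long-term study were not analysed here.

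The authors aligned the reads to the REL606 genome with STAR in the NASA GeneLab pipeline, counted them per gene with featureCounts and normalized them with DESeq2. The deposited signal values were made by the authors as reads per gene divided by 1 DESeq2 size factor per library, on the linear scale, for 4476 genes by locus tag. It holds 91 genes with a mean of 10 reads or fewer, which the methods say were removed, and 4385 genes above that mean. Reads were recovered by dividing each library's values by its step, taken from its smallest positive value (divided by 2 or 3 in 3 libraries). All values (100%) were then whole within 0.02 in every library. In 7 libraries the low values alone do not show the step, so reads recovered there rest on this test over all values. Reads on genes ran from 2365606 to 9336038 per library with a median of 7518270. The most abundant gene took 16.0% to 44.5% of the reads at T2 in DM2000, 10.1% to 12.0% at T2 in DM25 and 4.33% to 6.57% at T0 and T1.

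Growth conditions were compared with limma 3.58.1 in R 4.3.3, with a pseudocount of 1 before the log2 transformation, in 1 fit per medium and time point with its 12 libraries. The paper's cutoffs were used, an adjusted p under 0.05 with a log2FC beyond ±1.25, and an unadjusted p under 0.05 with the same log2FC as the relaxed cutoff. The adjusted p-values are from limma with Benjamini–Hochberg adjustment over all 4476 genes unless another tool is named. The difference of SμG vs R between the media was tested as an interaction contrast over the 24 libraries of a time point. Principal components, shares of variance, distances and clustering were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Exact permutation tests were used for shares of variance and distances, two-sided for distances and one-sided for shares. The shares of variance by medium were added after the data had been seen, with 100000 permutations where libraries were too many for an exact test.

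These comparisons, their tests and the alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.5 or 10, only genes with a mean of at least 10, the 8 libraries compared or all 64 libraries in 1 fit, rescaling by median-of-ratios size factors within the set, quantile normalization, edgeR 4.0.16 (quasi-likelihood test, TMM), DESeq2 1.42.0 with 12 or with 64 libraries, replicate number as a block in limma and in edgeR, each library left out in turn, and replicates 2 and 3 or 4 and 5 alone. For components, variance and distances they were the 500 genes with the highest variance and a pseudocount of 10, and for clustering average linkage and a pseudocount of 10. A DESeq2 fit of 64 libraries restricted to genes with a mean above 10 reads, without independent filtering, and a fit after removal of a fitted share of the T2 profile of DM25 were added after the data had been seen. All 64 libraries entered the 64-library fits as they are, T0 aliquots included.

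Genes were named by a rule set with these choices: the genes that the paper's results and discussion name, and in each SμG vs R comparison the 3 genes with the smallest p among those past both cutoffs and changed the same way in all 4 replicates. *araA*, *araB*, *adiA* and the genes behind GO terms were added after their values had been seen. Symbols were taken from the paper's supplementary tables, which name 82 of the loci, and the gene identifiers of the GO tables were named through the K-12 assembly ASM584v2. A list of 63 σS-regulated genes was set as well, but 4 of them (6.35%) have a locus, fewer than the 80% required, so its test was void and was not run.

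Replicate numbers stand for runs of the whole procedure. Whether they pair libraries was checked from the correlation of libraries, after the mean of their growth condition was taken off, with the same and with different numbers. The mean r with the same number was 0.140 at T1 in DM25, 0.119 at T2 in DM25, 0.0742 at T1 in DM2000 and 0.281 at T2 in DM2000, and −0.0465, −0.0397, −0.0247 and −0.0857 with different numbers. Of the 12 pairs with the same number in each set, 11, 7, 5 and 8 had an r over 0.1. Replicate number was therefore used as a block in alternatives. Blocked values are printed where they change the call of a named gene in SμG vs R. They are also printed where they move the number of genes found in a comparison by more than 1.5 times. Against S, the block in limma also brought *ycgB* at T1 in DM2000 under 0.05 (adjusted p = 0.0164, against 0.0618 without it). It did so for *gadE* at T1 in DM25 (adjusted p = 0.0356, against 0.181). In the interaction at T1, *ldtE* passed with the block (adjusted p = 0.0432).

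The fits were tested on simulated data of the same size. With 200 genes changed, limma, limma with a block, edgeR and DESeq2 called all 200 and 204 to 219 genes in total, and with none changed they called 0. These libraries had the means and depth of T1 in DM25, a fixed spread, no effect of run, and changes past the fold cutoff. They therefore do not measure how many genes would be found at T2 in DM2000, where replicates differed most, or for smaller changes. A share of the T2 profile added to simulated libraries at 0.1% was recovered as 0.0866% to 0.128%, at 0.3% as 0.293% to 0.354%, and at 0 as −0.0254% to 0.000642%. The test of variance by replicate number found an added effect in 10 of 10 simulated sets and none in sets without one.

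Depth limits the genes with few reads. Counting error alone is covered by the limits given, since reads carry no molecular identifiers. Under the authors' scaling the median log2FC of all genes was 0.10 at T2 in DM2000, SμG vs R, and 0.01 after rescaling by median-of-ratios size factors, so log2FC values of that comparison are to be read relative to it.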

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

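All tests of an explanation in this part were chosen after the results had been seen. In groups of 4 libraries, a library was singled out when its gap to the nearest of the others, divided by the range of the group, exceeded Dixon's 95% critical value for 4 samples. This held for 8 of the 56 groups tested, where chance gives 5%, and several of the 8 involve related genes of the same library. In addition, the effect of SμG vs R differed between the media at T1 for 4 genes by the interaction test.

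*bssR* was lower in SμG in DM25 and higher in DM2000 at T1, and the difference between the media was −3.05 (limma, Benjamini–Hochberg adjusted p = 2.285e-06, with SμG below R in 4 of 4 replicates in DM25 and above R in 4 of 4 in DM2000). Over 3 alternatives (a pseudocount of 10, the replicate block and edgeR) the adjusted p ranged from 1.52e-07 to 2.86e-06. In DM25, R replicate 2 lay apart from the other R libraries (ratio 0.967), and without it the log2FC was −1.38. A share of the T2 profile of DM25 in the SμG libraries would raise *bssR* by 29.2 normalized counts, whereas the observed difference was −126. In DM2000 the observed difference was 97.7. It was 9.59 times what the T2 share of DM25 fitted there predicts, so that share alone is argued against for the rise. It was 1.14 times the 85.9 counts that a share of the T2 profile of DM2000 predicts (mean 0.324%, fitted alone on 99 other genes). That share was 0.218% to 0.373% in SμG and −0.252% to 0.503% in R and S, where the highest belonged to R replicate 2, with *bssR* at 53.6 counts, and the T2 level of *bssR* ranged from 9532 to 66832 counts in R and S of DM2000. By size alone, RNA or reads with that profile could be a source of the rise in DM2000, but not of the fall in DM25. R replicate 2, with a larger share and no rise of *bssR*, goes against this source. It is 1 library, so the question stays undecided. SμG libraries swapped between the media are argued against as well: on genes that differ between the media in R and S, the SμG library farthest from its own medium stood at 0.277 of the distance between the media. In 2 of 100 splits drawn over both media, as many genes as the 4 observed had an adjusted p under 0.05. The media were sampled at different hours at T1, so medium and hour cannot be separated. A response of *bssR* to SμG that depends on glucose or on the stage of growth stays open beside this source as a hypothesis and was not tested further.

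The interaction was also past the cutoff for *bssS* (log2FC higher in DM25 by 1.42, adjusted p = 0.001758), *ycgB* (1.27, adjusted p = 0.02211) and *yjfY* (1.94, adjusted p = 0.01075), each higher in SμG in 4 of 4 replicates in DM25 (limma, Benjamini–Hochberg). Over the same 3 alternatives the adjusted p ranged from 6.23e-07 to 0.0018 for *bssS*, from 1.02e-05 to 0.0244 for *ycgB* and from 0.00198 to 0.0108 for *yjfY*. In the same comparison, SμG replicate 2 lay above the other SμG libraries for *osmB* (ratio 0.913) and *gadE* (ratio 0.893). All of these genes are far more abundant at T2 in DM25. A candidate explanation is that the SμG libraries of T1 held a small share of RNA or reads with the T2 profile of DM25. Fitted on 85 genes that were not called, the share was 0.53%, 0.191%, 0.233% and 0.201% in SμG replicates 2 to 5, and −0.0259% to 0.0201% in the R and S libraries. Replicate 2 lay apart in this share too (ratio 0.876). The observed excess of the 12 genes called higher was a median of 0.877 times the predicted one, within 0.744 to 1.20. In DM2000 the share fitted on 97 genes was 0.0897% to 0.116% in SμG and −0.0149% to 0.0312% in R and S. The ratio for the same 12 genes had a median of 0.985, within 0.0312 to 1.23, where the lowest belongs to ECB_RS17435. Only genes called in DM2000 were left out of that fit. Most of the 12 genes therefore helped to set the share, so their ratios are no independent test. *bssS* and *ycgB*, which were left out, had ratios of 1.06 and 1.18. *gadE* was not among these 12 genes. It showed no excess at T1 in DM2000 (log2FC −0.03, within −0.23 to 0.12 with single libraries left out). The larger share in DM25 (mean 0.289%) than in DM2000 (mean 0.101%) would by itself give an interaction of this direction.

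Other sources of these genes' excess were tested in the same way. With the T0 profile of DM25, the excess at T1 in DM25 was a median of 27.7 times the predicted one, and with the T2 profile of DM2000 it was 304 times. In DM2000, the T2 profile of the same medium left a ratio of 18.4. Statistics of these 3 tests were changed after a first value had been seen. The first were the largest over the smallest share that the genes needed for T0 (4.42, where the T2 profile of DM25 gave 1.61), the median share needed for the T2 profile of DM2000 in DM25 (20.1%), and the largest over the smallest share in DM2000 (390, where the T2 profile of DM25 gave 39.4). The test of the T2 profile of DM25 rests on an estimator picked after the data had been seen, and it does not say how such a profile came to be there. Reads or RNA carried over between libraries may be the source, though they would have to have reached the SμG libraries of T1 and not those of R and S. A small part of the SμG cells in a state like that at T2, or a graded rise of the same genes in all SμG cells, could give the same values. No table here separates these, and the biological ones stay untested hypotheses.

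In DM25 at T2, SμG replicate 4 lay apart for *araA* (ratio 0.963) and *araB* (ratio 0.994). Without it the log2FC of SμG vs R was −0.51 for *araA* and 0.0707 for *araB*, against 0.63 and 1.03 with it, so a single library carried the difference. RNA or reads from T2 in DM2000, where both genes are abundant, are argued against, since *araA* in that library stood at 2.95 times and *araB* at 2.42 times the mean of R and S there. What set this library apart stays open, and no biological explanation was tested.

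In DM2000 at T2, SμG replicate 3 lay apart for *adiA* (ratio 0.850). Without it the log2FC was 0.38, against 1.14 with it. A single library carried most of this difference too, and no biological explanation was tested.

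In DM25 at T2, replicate 4 lay apart in the difference between the distances of SμG to S and to R (ratio 0.8292, barely past the critical value). Its difference was −1.247, and those of the other 3 replicates were 0.809 to 1.23. No explanation was tested.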

How the results depend on the processing

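No test of a cause was made for the changes below unless stated, and the cause was not tested where none is given. Among summary results, 425 values under the alternatives stayed within their limits or on their side of the threshold, 141 counts or shares moved, 1 became weaker and 1 reversed. Under the 2 alternatives added after the data had been seen, 20 moved and 10 did not. Among named genes, 253 values kept their direction and side, 13 became weaker, 9 stronger and 8 reversed, and under the added alternatives 15 kept them, 2 became weaker, 4 stronger and 4 reversed. The interaction at T1 had 4 genes with an adjusted p under 0.05, and 4 with a pseudocount of 10, 6 with the replicate block and 4 in edgeR, and at T2 it had 0 in each (177 at an unadjusted p under 0.05 in limma). In what follows, counts past both cutoffs, with an adjusted p under 0.05, and higher or lower at the relaxed cutoff are for SμG vs R unless S is named.

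With the 500 most variable genes, component 1 took 74.6% and component 2 16.1%, the difference of the distances at T2 in DM25 reversed to −0.383 (1.26 with a pseudocount of 10), and the share of replicate number at T2 in DM25 was 29.5%, no longer past the threshold. With a pseudocount of 10, the components took 64.5% and 23.9%. The genes higher and lower were 10 and 1 at T1 in DM25, 0 and 0 at T2 in DM25 (199 at an unadjusted p under 0.05), 1 and 0 at T1 in DM2000 (171) and 0 and 0 at T2 in DM2000 (120), and 0 genes passed both cutoffs vs S at T1 in DM2000 (405). A larger pseudocount lowers the log2FC of genes with few reads by its construction. With genes of a mean of at least 10, which leaves such genes out, higher and lower were 11 and 3 at T1 in DM25, 8 and 1 at T2 in DM25, and 1 and 2 at T1 in DM2000, where 5 genes had an adjusted p under 0.05 and 4 vs S, and 1 was higher at T2 in DM2000. Depth thus limits the relaxed counts, many of which rest on genes with few reads.

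With 64 libraries in limma, 0 genes passed both cutoffs or had an adjusted p under 0.05 at T1 in DM2000 (96 at an unadjusted p under 0.05) and 0 vs S (113). In DM2000 at T2, 4 passed both cutoffs and 24 had an adjusted p under 0.05, with 2 and 2 vs S, and at T2 in DM25 these were 1 and 1, with 2 and 4 vs S. With 8 libraries, 1 gene had an adjusted p under 0.05 vs S at T1 in DM2000. With median-of-ratios rescaling that count was 4, and 2 genes were higher and 5 lower at T2 in DM2000. With quantile normalization it was 4 with 0 past both cutoffs (278), 11 genes were lower at T1 in DM25, and 5 were higher and 4 lower at T2 in DM25.

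With edgeR, 7 genes had an adjusted p under 0.05 at T1 in DM2000 and 4 vs S, 5 were lower at T2 in DM2000 and 42 higher at T2 in DM25. With DESeq2 and 12 libraries, the genes with an adjusted p under 0.05 were 23 at T1 in DM25 and 22 vs S, 13 at T1 in DM2000 and 10 vs S, and 1 vs S at T2 in DM25, where 33 were higher, and at T2 in DM2000 7 were higher and 11 lower. With DESeq2 and 64 libraries, 0 genes passed both cutoffs or had an adjusted p under 0.05 at T1 in DM2000 (90) and 0 vs S (86), with 16 higher and 14 lower. For T2 in DM2000, 8 passed both cutoffs and 155 had an adjusted p under 0.05, with 6 and 15 vs S, and 7 were higher and 7 lower. For T2 in DM25 these were 2 and 2, with 4 and 6 vs S, and 32 were higher. Restricted to genes with a mean above 10 reads, without independent filtering (chosen after the data had been seen), it gave 0 and 0 at T1 in DM2000 (83) and 0 and 0 vs S (81), 9 and 114 at T2 in DM2000 with 6 and 14 vs S and 7 lower, and 2 and 2 at T2 in DM25 with 4 and 6 vs S, 30 higher and 1 lower.

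With the replicate block in limma, 20 genes had an adjusted p under 0.05 at T1 in DM25 and 24 vs S, 6 at T1 in DM2000, and 7 vs S there with 2 past both cutoffs, and at T2 in DM25 1 vs S, which passed both. With the replicate block in edgeR, 14 genes passed both cutoffs and 37 had an adjusted p under 0.05 at T1 in DM25, 50 vs S, 9 at T1 in DM2000, and 15 vs S there with 2 past both cutoffs. In DM25 at T2 1 gene had one, 1 was lower, and vs S 3 passed both cutoffs and 15 had one, and at T2 in DM2000 2 were higher and 5 lower.

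With only replicates 2 and 3, 0 genes passed both cutoffs or had an adjusted p under 0.05 at T1 in DM25 (210) and 0 vs S (290), and 0 at T1 in DM2000 (114) and 0 vs S (148), where 18 were higher. At T2 in DM25, 35 were higher and 1 lower, and at T2 in DM2000 1 was lower. The log2FC reversed to 0.13 for *gadE* at T1 in DM2000 and to −0.23 for *araA* and −0.10 for *araB* at T2 in DM25. With only replicates 4 and 5, 2 genes passed both cutoffs and 2 had an adjusted p under 0.05 at T1 in DM25, with 2 and 2 vs S, and 36 were higher and 35 lower. In DM2000 at T1 there were 0 (160) and 0 vs S (364), with 27 higher and 15 lower, and 16 were lower at T2 in DM25, and 11 higher and 91 lower at T2 in DM2000. These fits hold 2 libraries per group and fewer degrees of freedom by construction.

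After removal of the fitted share of the T2 profile of DM25 (chosen after the data had been seen, with an estimator changed from an unweighted to a noise-weighted one after a first result, which left the same 1 gene), 1 gene, *bssR*, passed both cutoffs and had an adjusted p under 0.05 at T1 in DM25, and 1 and 1 vs S, and 5 were higher. The log2FC of *bssS* became 0.31, and those of *ycgB*, *yjfY*, *osmB* and *gadE* reversed to −1.94, −1.68, −1.45 and −0.042. The subtraction overshoots where the predicted excess exceeds the observed one and so leaves values near 0, which makes these log2FC unstable.

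Across the 8 fits that each left out 1 library, the genes with an adjusted p under 0.05 at T1 in DM25 ran from 8 (without SμG replicate 2) to 14 and those higher from 18 to 33 (without R replicate 2). At T2 in DM25, those higher ran from 8 (without SμG replicate 2) to 32 (without SμG replicate 3) and those lower from 1 (without SμG replicate 4) to 9 (without SμG replicate 2). Of the genes at T1 in DM2000, those higher ran from 9 to 23 (without R replicate 2), and vs S those past both cutoffs ran from 0 to 1 and those with an adjusted p under 0.05 from 0 to 3, with 0 of either without SμG replicate 3 (362 at an unadjusted p under 0.05) or 4 (294), and 0 past both cutoffs without S replicate 5 (326). Of the genes at T2 in DM2000, those higher ran from 2 (without R replicate 2 or SμG replicate 4) to 10 (without R replicate 3 or SμG replicate 5) and those lower from 1 (without R replicate 2 or SμG replicate 5) to 36 (without R replicate 5), with 35 without SμG replicate 3, 15 without R replicate 3 and 13 without SμG replicate 2. The log2FC of *araA* at T2 in DM25 ran from −0.51 (without SμG replicate 4) to 1.25. That of *gadE* at T1 in DM2000 ran from −0.23 to 0.12 and reversed without R replicate 2 (0.12) or 5 (0.05) or SμG replicate 3 (0.02) or 5 (0.06).

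The set test of σS-regulated genes and its alternatives were not run, since too few of the genes have a locus. Genes that no alternative reversed among those named at T1 in DM25, apart from the removal of the T2 share, were *bssS* (1.86 to 2.20), *ycgB* (1.82 to 2.18), *yjfY* (2.28 to 2.76), *osmB* (1.43 to 2.19), *gadE* and *bssR*.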

Differences from the paper's values

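The paper's text ascribes approximately 15% of the variance to glucose at T2 and points to Supplementary Fig. 1A, where the axis of the second component carries about 15% (read by eye). The text does not name the component, and the value was set beside the second component here, which took 22.6% with all genes on the log2 scale. Of the alternatives set before the data were examined, the 500 genes with the highest variance gave 16.1%, within 1.5 times the paper's value, and a pseudocount of 10 gave 23.9%, which is not.

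For T2 in DM25 the paper's Supplementary Data 1 lists 30 genes as higher in SμG than in R at the relaxed cutoff, and limma gave 19. Of the alternatives set before the data were examined, those within 1.5 times were a pseudocount of 0.5 (21), 64 libraries in limma (20), median-of-ratios rescaling (22), edgeR (42), DESeq2 with 12 libraries (33) and with 64 (32), the replicate block in limma (20) and in edgeR (28), replicates 2 and 3 alone (35), replicates 4 and 5 alone (20), and the fits without SμG replicate 3 (32), 4 (21) or 5 (23) or without R replicate 2 (21) or 5 (28). Those that were not were a pseudocount of 10 (0), genes with a mean of at least 10 (8), 8 libraries (16), quantile normalization (5), and the fits without SμG replicate 2 (8) or without R replicate 3 (17) or 4 (16). The paper lists 1 gene as lower, and limma gave 2. The restriction to genes with a mean of at least 10, the replicate block in edgeR, the fit without SμG replicate 4 and replicates 2 and 3 alone gave 1, and the other alternatives did not. For genes past both cutoffs the paper's list holds 2 and limma gave 0, with 197 at an unadjusted p under 0.05. DESeq2 with 64 libraries gave 2, limma with 64 libraries 1, and the other alternatives 0. DESeq2 with 64 libraries, restricted to genes with a mean above 10 reads and without independent filtering, gave the paper's 30, 1 and 2, and it was chosen after the values had been seen.

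For T2 in DM2000 the paper lists 7 genes as lower, and limma gave 3. Median-of-ratios rescaling, edgeR and the replicate block in edgeR gave 5 each and DESeq2 with 64 libraries 7, and the other alternatives set before the data were examined stayed outside 1.5 times, from 0 with a pseudocount of 10 (120 genes at an unadjusted p under 0.05) to 91 with replicates 4 and 5 alone. For genes past both cutoffs the paper's list holds 9 and limma gave 0, with 119 at an unadjusted p under 0.05. DESeq2 with 64 libraries gave 8, limma with 64 libraries 4, and the other alternatives 0. The DESeq2 fit chosen after the values had been seen gave 7 genes lower and 9 past both cutoffs.

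Some statements of the paper differ from the values here without a number that differs by this measure. The paper joins its 4 lists at the relaxed cutoff to 105 genes. The limma lists joined to 81 loci, and the DESeq2 fit chosen after the values had been seen gave 105. The paper names fewer loci shared between its lists than were found here, where limma gave 3 between T1 in DM25 and T1 in DM2000 and 2 between T1 and T2 in DM25, and the DESeq2 fit chosen after the values had been seen gave the same 3 and 2 others between T2 in DM25 and T1 in DM2000. In the clustering of these loci in DM25 the paper describes SμG libraries of fewer replicates together at T1 than the 4 found here. The paper reports no effect of batch, and replicate number took 35.2% of the variance at T1 in DM25 (exact p = 0.00174, one-sided, the smallest that the arrangements give). It describes SμG as closer to S than to R, and over 16 sets of 1 replicate number 7 SμG libraries lay closer to S (mean difference of the distances −1.61, exact sign-flip permutation test, two-sided, p = 0.531). Replicate 4 at T2 in DM2000, with a difference of −26.3, weighs heavily in this mean. The panel behind the paper's reading names T1 in DM25 in its title and T2 in its legend. At T1 in DM25, 3 of 4 SμG libraries lay closer to S, and 1 of 4 at T2. The paper reads medium as without a part in expression at T1, where it took 8.24% of the variance against 4.35% by chance (permutation test, p = 1e-05, the smallest p that 100000 permutations give).

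The paper counts *gadE* among the genes higher at T1 in DM25. Its log2FC was 2.06, higher in 4 of 4 replicates, with an adjusted p of 0.22 (limma, Benjamini–Hochberg), and over the alternatives the adjusted p ranged from 0.000961 to 1. It was under 0.05 in DESeq2 with 12 and with 64 libraries, in limma with 64 libraries and in the replicate block in limma and in edgeR. The paper's lists call *araA* and *araB* at T2 in DM25 and *adiA* at T2 in DM2000, each of which had an adjusted p under 0.05 here in DESeq2 with 64 libraries only, and in its version chosen after the values had been seen. *soxS* is described as lower at T2 in DM2000, and it fell by 1.25 on the log2 scale (lower in 4 of 4 replicates), with an adjusted p of 0.767 (limma, Benjamini–Hochberg) that stayed at 0.21 or more over the alternatives. At the relaxed cutoff it was not called by limma (unadjusted p = 0.116) or edgeR (unadjusted p = 0.0624), but it was with the replicate block in limma (unadjusted p = 0.00652) and in the DESeq2 fit chosen after the values had been seen (log2FC −1.54, unadjusted p = 0.0358), so there the paper's reading depends on the fit.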

Other observations

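The limma and replicate-block fits quoted here, and the limma fit of 64 libraries, were fixed before the data were examined. All other tests in this part, the counts over other splits of the libraries included, were made after the results had been seen.

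The 8 libraries of each SμG comparison can be split into 2 groups of 4 in 35 ways, the real split included. At T1 in DM25, 1 of the 35 splits gave as many genes past both cutoffs as the 9 observed for SμG vs R, and 1 of 35 as many with an adjusted p under 0.05, and for SμG vs S these numbers were 1 and 1. In DM2000 at T1, 1 of 35 gave as many past both cutoffs and 2 of 35 as many with an adjusted p under 0.05 for SμG vs R, and 1 and 1 for SμG vs S. The other split at T1 in DM2000 set replicates 2 and 5 against 3 and 4, with 5 genes at an adjusted p under 0.05 where the real split had 3, and the replicate block gave 6. At T2 the counts of 0 were met by 35 of 35 splits, past both cutoffs and at an adjusted p under 0.05, in both media and against both controls. Any split meets a count of 0, so this tests nothing at T2. At an unadjusted p under 0.05, SμG vs R had 197 genes in DM25 and 119 in DM2000 there, and SμG vs S had 257 and 57. With replicate number as a block these were 391, 432, 374 and 178, and 1 gene passed both cutoffs, in DM25 against S.

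At the relaxed cutoff, splits without regard to growth condition often gave as many genes for SμG vs R. A split has no fixed direction, so its larger side was set against the real number higher and against the real number lower. Genes lower were the smaller side in each real comparison, so the numbers given for them overstate how often splits match. At T1 in DM25, 10 of 35 splits gave as many genes higher, 12 as many lower and 34 as large an excess of higher over lower genes. For T2 in DM25 the numbers were 13, 35 and 13, at T1 in DM2000 they were 22, 27 and 34, and at T2 in DM2000 they were 21, 25 and 31. At T1 in DM25 the split of replicates 2 and 3 against 4 and 5 gave 27 genes one way and 1 the other, and at T2 in DM25 the split of replicates 2 and 5 against 3 and 4 gave 27 and 3, against 19 and 2 for the real split and 20 and 3 with the replicate block. Replicate numbers pair the libraries, and 8 of the 35 splits part all 4 pairs as the real one does. Among these 8, the real split alone gave as many genes past both cutoffs at T1 in either medium, and at T1 in DM25 it alone gave as many genes higher and as many lower at the relaxed cutoff, while 8 gave as large an excess. At T2 in DM25, 3 of the 8 gave as many genes higher, 8 as many lower and 2 as large an excess. In DM2000 these numbers were 4, 6 and 8 at T1 and 4, 5 and 7 at T2. With 8 splits the share is never under 1 of 8. The other splits leave at least 1 pair within a group. Of the interaction tests, 100 of 100 splits at T2 gave as many genes as the 0 observed, where 177 genes had an unadjusted p under 0.05 (398 with the replicate block). Any split does so for a count of 0, and nothing is tested by it.

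In DM2000 at T2 the replicates differed most. A lower depth was tested as a reason for the absence of genes with an adjusted p under 0.05: among genes with more than 1000 normalized counts, the median SD within groups was 7.52 times that at T1 in DM2000, so the spread was not one of few reads. A limma fit of all 64 libraries gave 24 genes with an adjusted p under 0.05 there (against 0 with 12 libraries, where 119 genes had an unadjusted p under 0.05), and 10 of 35 splits gave as many, up to 1249. A candidate explanation is that the spread over all groups is smaller than the spread at T2 in DM2000. The median ratio of one spread to the other was 1.002 over all genes, which decides nothing, since genes with many counts had an SD of 0.673 there against 0.375 over all 64 libraries. Over the 24 genes called it was 1.894, but these genes were chosen for the pattern. In the fit with 12 libraries, the split with the most genes at an adjusted p under 0.05 (643) set SμG replicates 2 and 3 and R replicates 2 and 4 against the other 4 libraries.

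In DM25 at T2, SμG replicate 2 lay apart from the other 11 libraries on component 2. Without it, 8 genes were higher at the relaxed cutoff and 9 lower, against 19 and 2 with it, so a single library may carry the excess of higher genes. A mixture with the T2 profile of DM2000 was tested as a source of its position. The 100 genes high at T2 in DM2000 needed 9.83% of that profile in this library, whereas the 100 genes high at T2 in DM25 needed 1.247%, so 1 share does not give both, though the second value lies within the range of the other libraries (−3.91% to 3.02%). For the first set of genes the other libraries needed −0.494% to 0.615%. What set this library apart stays open, and no biological explanation was tested.

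The 21 loci that the paper lists as higher at T1 in DM25 were set against the excess that the share of the T2 profile of DM25 predicts. For 13 of them the observed excess was 0.5 to 2 times the predicted one, and for 8 it was above 2 times. Loci of the 21 that had not been called, such as *gadE* and *ydeI*, were not left out when the share was fitted. Their ratios are therefore no independent test.

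Of the genes that the paper names for mutations in its long-term study, 8 were looked up here. The prophage gene ECB_RS23820, named for an insertion upstream of it, was not among them. In SμG vs R of the short-term study, *elyC* had a log2FC of 0.01 and −0.03 at T1 and T2 in DM25 and −0.02 and 0.17 at T1 and T2 in DM2000. *cueO* had 0.74 and 0.03 in DM25 and 0.15 and 0.26 in DM2000. *bsmA* had a log2FC of 0.35 at T1 in DM25 (unadjusted p = 0.0366, adjusted p = 1, limma with Benjamini–Hochberg adjustment, higher in 4 of 4 replicates), and *fryC* one of 0.93 at T1 in DM2000 (unadjusted p = 0.0294, adjusted p = 1, higher in 3 of 4 replicates). None of the 8 genes (*elyC*, *mraZ*, *fruR*, *corC*, *cueO*, *bsmA*, *fryC* and *flhA*) had an adjusted p under 0.05 in any of the 4 comparisons.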
